# BET and BRAF inhibitors act synergistically against *BRAF‐*mutant melanoma

**DOI:** 10.1002/cam4.667

**Published:** 2016-05-11

**Authors:** Luca Paoluzzi, Douglas Hanniford, Elena Sokolova, Iman Osman, Farbod Darvishian, Jinhua Wang, James E. Bradner, Eva Hernando

**Keywords:** BET inhibition, *BRAF* inhibition, JQ1, Melanoma, Vemurafenib

## Abstract

Despite major advances in the treatment of metastatic melanoma, treatment failure is still inevitable in most cases. Manipulation of key epigenetic regulators, including inhibition of Bromodomain and extra‐terminal domain (BET) family members impairs cell proliferation in vitro and tumor growth in vivo in different cancers, including melanoma. Here, we investigated the effect of combining the BET inhibitor JQ1 with the BRAF inhibitor Vemurafenib in in vitro and in vivo models of *BRAF‐*mutant melanoma. We performed cytotoxicity and apoptosis assays, and a xenograft mouse model to determine the in vitro and in vivo efficacy of JQ1 in combination with Vemurafenib against *BRAF‐*mutant melanoma cell lines. Further, to investigate the molecular mechanisms underlying the effects of combined treatment, we conducted antibody arrays of in vitro drug‐treated cell lines and RNA sequencing of drug‐treated xenograft tumors. The combination of JQ1 and Vemurafenib acted synergistically in *BRAF*‐mutant cell lines, resulting in marked apoptosis in vitro*,* with upregulation of proapoptotic proteins. In vivo, combination treatment suppressed tumor growth and significantly improved survival compared to either drug alone. RNA sequencing of tumor tissues revealed almost four thousand genes that were uniquely modulated by the combination, with several anti‐apoptotic genes significantly down‐regulated. Collectively, our data provide a rationale for combined BET and BRAF inhibition as a novel strategy for the treatment of melanoma.

## Introduction

Treatment of metastatic melanoma remains a major clinical challenge, despite remarkable advances and novel approved compounds 1. Melanoma cells are exquisitely dependent on hyper‐activation of the MAPK‐signaling pathway, with activating mutations in *BRAF* (around 50%) or other pathway members as key drivers of tumorigenesis 2.

Since 2011, the FDA has approved three drugs that target the MAPK pathway and prolong overall and/or progression‐free survival: the BRAF inhibitors Vemurafenib and Dabrafenib and the MEK inhibitor Trametinib. Inhibition of this pathway has been a particularly effective strategy in melanoma, however, virtually all treated patients relapse after a relatively short time 3, 4. New treatment strategies to potentially prevent or overcome the emergence of drug resistance include the combination of inhibitors of the MAPK pathway with immunotherapies or with inhibitors of other aberrant cell signaling pathways common to melanoma 1.

Epigenetic dysregulation in melanoma is an emerging field of research. Our laboratory and others have recently elucidated a role for epigenetic regulators and histone variants in the pathogenesis of melanoma 5, 6 and demonstrated a critical role for the bromodomain (BrD)‐containing protein BRD4 in melanoma maintenance 7. BRD4 belongs to the BrD and extraterminal domain (BET) family of epigenetic “readers”, that bind to acetylated lysine residues of histones, to which they recruit chromatin‐modifying enzymes to effect transcriptional changes 8. BRD4 has been shown to exert oncogenic or tumor suppressor functions in various tumor types 9, 10, 11.

Recently, small molecule inhibitors have been developed that displace BRD‐containing proteins from chromatin. In particular, JQ1 is a small molecule that binds competitively to bromodomains with high potency for BRD4, and selectivity for BET proteins 12, 13. JQ1 and similar BET inhibitors are remarkably effective anti‐proliferative agents in vitro and in vivo for various cancers, including melanoma 14, 15, 16. In our previous study, we found that treatment with the BET inhibitor MS417 impaired melanoma cell proliferation in vitro and tumor growth and metastatic behavior in vivo, effects that were mostly recapitulated by BRD4 silencing 7. While BET inhibition alone has generally been more cytostatic than cytotoxic in preclinical models, combinations with other compounds have profoundly increased its anti‐neoplastic activity. For example, De Raedt et al. 17. recently demonstrated synergistic activity of JQ1 with the MEK inhibitor PD‐0325901 in in vitro and in vivo models of soft tissue sarcoma, with enhanced suppression of the Ras transcriptional output due to displacement of BRD4 from the promoters of repressed gene targets.

The rationale for combining BET and BRAF inhibitors in melanoma revolves around the hypothesis that both might trigger cell cycle arrest and apoptosis through different mechanisms of action. In this study, we assessed the effect of combining the BRAF inhibitor Vemurafenib with the BET inhibitor JQ1 in in vitro and in vivo models of *BRAF*‐mutant melanoma. We found that the two drugs interact synergistically in vitro*,* inducing significantly more apoptosis than either single drug. In a xenograft mouse model of *BRAF‐*mutant melanoma, combination therapy profoundly impaired tumor growth and prolonged animal survival compared to single agent groups.

## Materials and Methods

### Cell lines

A375, 451Lu, and SK‐MEL‐28 melanoma cell lines were acquired from the American Type Culture Collection. SK‐MEL‐100 was kindly provided by Dr. Alan Houghton (Memorial Sloan‐Kettering Cancer Center, New York, NY). All cells were cultured as previously described 7.

### Cytotoxicity assays

For all in vitro assays, cells were processed as previously described 7. JQ1, Vemurafenib and Trametinib were diluted in Dimethyl Sulfoxide (DMSO) maintained at a final concentration of <0.5%. For combination experiments, the final concentrations of each drug were selected to approximate the IC10‐50 for each drug. Cell‐Titer‐Glo Reagent (Promega Corporation, Madison, WI) and a SpectraMax M5 microplate reader (Molecular Devices, Sunnyvale, CA) were used as described previously 18. Each experiment was performed at least in duplicate and repeated at least twice. Data are presented as mean +/−SD.

### Flow cytometry

Cells were seeded at a density of 1 × 10^5^/mL and incubated with JQ1 with or without Vemurafenib at concentrations approximating the IC10‐30 for 48 h. For detection of apoptosis, Yo‐Pro‐1 and propidium iodide were used (Invitrogen, Grand Island, NY) as previously described 18. All data were analyzed with the Flowjo software (Tree Star, Ashland, OR). Each experiment was done at least in duplicate and repeated at least twice. The pancaspase inhibitor Q‐VD‐OPH hydrate (Q‐VD, Sigma‐Aldrich, St. Louis, MO) was used to test for caspase dependency. Data are presented as mean +/−SD.

### Cell‐cycle analysis

Cells were seeded at 1 × 10^5^ cells per well on 6‐well plates in triplicates. Drug concentrations that induced synergism and apoptosis were chosen for cell cycle analysis. The day after seeding, cells were treated with DMSO or Vemurafenib or JQ‐1 or their combination for 12 h cells, and suspended in 1:1000 of Vybrant DyeCycle Violet stain (Invitrogen). Cell cycle profiles were obtained with the Flowjo software.

### Apoptosis antibody array

Cell lysates from A375 and 451Lu were prepared after treatment with DMSO (control groups), JQ1, Vemurafenib or the combination for 48 h; lysates were analyzed using a human apoptosis array (RayBiotech, Norcross, GA) according to the manufacturer's instructions.

Signal intensities were quantified by densitometry using the software Image Studio Lite (Li‐Cor Biosciences, Lincoln, NE). After normalizing all groups to positive controls and to the DMSO treated group, groups were compared with significance defined by ratio fold changes <0.65 for protein down‐regulation and >2 for upregulation.

### Quantitative real‐time PCR

Total RNA was extracted using RNeasy Qiagen extraction kit according to the manufacturer's instructions. Five hundred nanograms of RNA were then subjected to DNase treatment and retro‐transcription. Real‐time PCR of the genes *TFPI2*,* AURKA*, and *PTTG1* was conducted using SYBR green fluorescence (Applied Biosystems Foster City, CA, USA). *GAPDH* and *GUSB* were used as internal standards. Relative quantification of gene expression was conducted with the 2^−∆∆t^ method 19.

### Mouse xenograft model

A375 melanoma cells were injected (1.5 × 10^6^/mouse) on both flanks of NOD/Scid/IL2*γ*R^−/−^ mice (NOG; *n *=* *40). Once tumors were palpable (volume around 100 mm^3^), mice were randomized in four groups of ten mice each and treated intraperitoneally (IP) with vehicle (5% DMSO + 10% 2‐hydroxypropyl‐*β*‐cyclodextrin) or JQ1 daily at 50 mg/kg JQ‐1 or Vemurafenib twice a day at 25 mg/kg for 8 days. Tumors were measured with standard calipers at least twice per week. Tumor volume was calculated using the formula 4/3*r* ^3^, where *r *= (*length* + *width*)/4. Animals were sacrificed when the tumor volume exceeded 2000 mm^3^ in accordance with institutional guidelines. On day+5, two mice per group were sacrificed in order to perform RNA sequencing on the removed tumors.

### Immunohistochemistry

Immunohistochemistry was performed on formalin fixed, paraffin‐embedded tissue sections as previously described 7. Antibodies used were rabbit anti‐mouse/human Ki67 clone SP6 at 1:400 (Thermo Scientific, Freemont, CA), and goat anti‐mouse CD105/Endoglin (R&D Systems Minneapolis, MN) at 1:200. For Ki67 evaluation, the area with the highest ki67 expression was identified on scanning magnification. The percentage of nuclei positive for ki67 was assessed in the latter area on high magnification (×400). TUNEL assay was performed to assess apoptosis.

### RNA sequencing

RNASequencing (RNAseq) libraries were prepared, using the mammalian RiboZero magnetic rRNA depletion kit (Epicenter, Madison, WI) following the manufacturer's protocol. Five nanograms of RiboZero‐treated RNA were used to construct a library, using Epicenter's ScriptSeq v2 RNASeq Library Preparation Kit. RNA sequencing reads were mapped to human genome hg19 with TopHat2 packages. The read counts table was analyzed with bioconductor package DEseq to get differential expression of each transcript with fold change, *P* value and False Discovery Rate (FDR) Genes with fold change above 2, *P* value<0.01 and FDR <0.1 were selected. Gene pathway analysis was done with gene set enrichment analysis (GSEA).

### Statistical analysis

Unless otherwise indicated, mean values ±SEM are representative of one of at least two independent experiments. Statistical significance was determined by unpaired *t* test (GraphPad Prism Software, La Jolla, CA). In the in vitro experiments, IC50 values for each cell line and drug–drug interactions in terms of synergy, additivity, or antagonism were computed as previously described (synergism was defined as a relative risk ratio less than one) 20.

In the mouse experiment, the log‐rank test was used to compare Kaplan–Meier Survival curves (GraphPad Prism Software).

## Results

### JQ1 interacts synergistically with Vemurafenib in *BRAF‐*mutant melanoma cell lines

Similar to our previous work with different BET inhibitors in melanoma 7, the half maximal inhibitory concentration (IC50) values for JQ1 were variable across a panel of *BRAF‐*mutant melanoma cell lines ranging from less than 1 *μ*mol/L to more than 10 *μ*mol/L after 72 h of exposure (Fig. 1A; IC50 and confidence intervals (95% C.I.): SK‐MEL100 = 0.57 *μ*mol/L [0.1–2.1]; A375 = 3.08 *μ*mol/L [1.5–5.9]; 451Lu=1.09 *μ*mol/L [0.2–4.5]; SK‐MEL28 = 52 *μ*mol/L [44.5–61.9]). The duration of exposure to JQ1 appears to be a major determinant of cell viability, given that no significant changes were observed after shorter drug treatment (less than 72 h).

**Figure 1:**
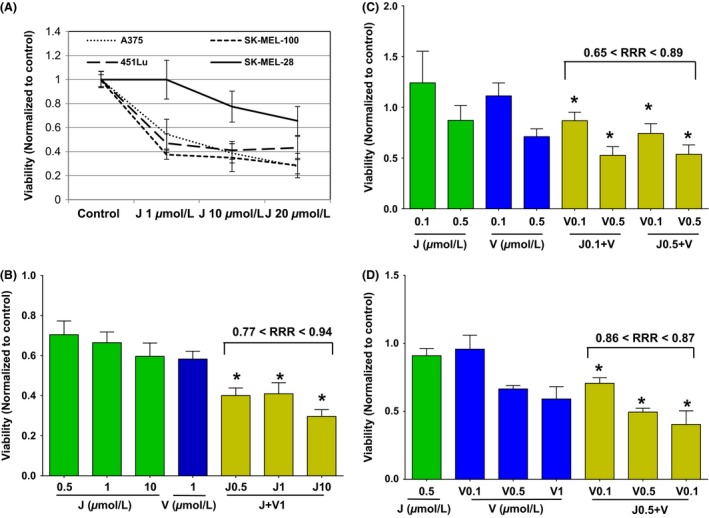
JQ1 (J) interacts synergistically with Vemurafenib (V) in *BRAF‐*mutant melanoma cell lines. (A) Percentage of viability relative to DMSO‐treated control of four melanoma cell lines after 72 h exposure to increasing combinations of JQ1. (B–D) Relative viability of 451Lu (B, *P ≤ 0.0005 vs. all groups), SK‐MEL‐28 (C, *P ≤ 0.3 vs. all groups) and A375 (D, *P ≤ 0.0001 vs. all groups) treated with various concentrations of J, V, or combinations. Ranges for average relative risk rations (RRR) are shown (RRR<1 defines synergism). Error bars represent mean +/−SD.

Combined treatment of JQ1 and Vemurafenib significantly decreased cell viability over either single treatment on three melanoma cell lines (Fig. 1B–D). These effects were synergistic as shown by relative risk ratio analysis (RRR<1) with RRRs less than 0.9 for 451Lu (*P* < 0.001 for the combination group versus all others), less than 0.8 for SK‐MEL‐28 (*P* ≤ 0.3), and equal to 0.8 for A375 (*P* < 0.001). These results demonstrate that BET and BRAF inhibitors synergistically suppress *BRAF*‐mutant melanoma. Adding the MEK inhibitor Trametinib to the combination of JQ1 and Vemurafenib resulted in significantly better cytotoxicity compared to all groups but the combination of Trametinib with JQ1 (*P* ≥ 0.28, Fig. S1).

### Combined JQ1 and Vemurafenib treatment of melanoma cell lines enhances apoptosis

Combination treatment of melanoma cells significantly reduced the percentage of cells in S‐phase after only 12 h of treatment (Fig. S2, *P* ≤ 0.001).

JQ1 alone induced modest but statistically significant apoptosis versus vehicle control in three *BRAF*‐mutant cells lines (*P* = 0.010 for A375, *P* = 0.004 for 451Lu and *P* = 0.012 for SK‐MEL‐28, using JQ1 at 500 nmol/L). Combinations of JQ1 and Vemurafenib for 48 h triggered significantly more apoptosis than either compound alone in all three cell lines analyzed (*P* ≤ 0.014 for A375, Fig. 2A; *P* ≤ 0.015 for 451Lu, Fig. 2B; *P* ≤ 0.036 for SK‐MEL‐28, Fig. 2C). The use of the pan‐caspase inhibitor Q‐VD only partially decreased the rate of apoptosis in the A375 cell line (Fig. S3), suggesting that both, caspase‐dependent and independent mechanisms may be involved in triggering apoptosis. Collectively, these data demonstrate that concomitant BET and BRAF inhibition causes rapid growth arrest, followed by eventual induction of apoptosis.

**Figure 2:**
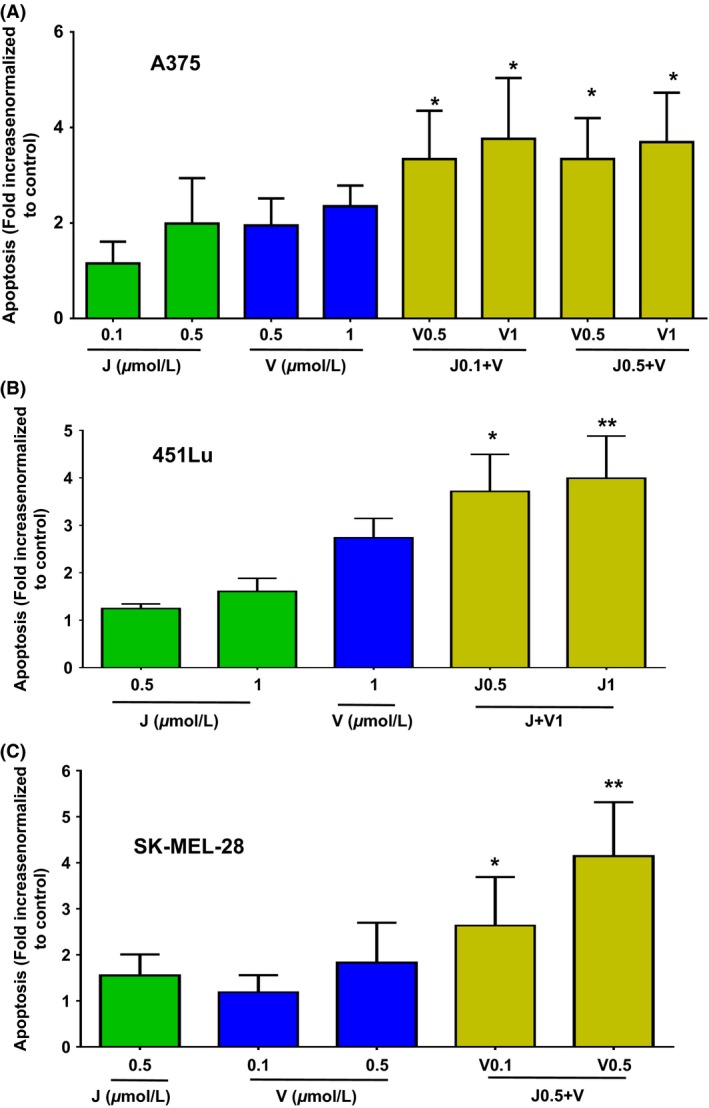
Enhanced apoptosis elicited by JQ1 (J) combined to Vemurafenib (V) in *BRAF‐*mutant melanoma cell lines. Fold increase in apoptotic cells relative to controls in A375 (A), 451Lu (B) and SK‐MEL‐28 (C). cells treated with various concentrations of J, V or combinations. Error bars represent mean +/−SD. *P < 0.05, **P < 0.01 for comparison of combination group to all single groups. Apoptosis in control group is approximately 10% for all cell lines.

### Combined JQ1 and Vemurafenib modulate the expression of apoptosis genes in vitro

We further investigated the increased apoptotic response elicited by the combined treatment in order to identify potential molecular mechanisms underlying this phenomenon. We analyzed protein lysates from two melanoma cell lines treated for 48 h with Vemurafenib, JQ1 or the combination, by antibody arrays containing 43 proteins involved in apoptosis and cell cycle (Fig. 3, Table S1).

**Figure 3:**
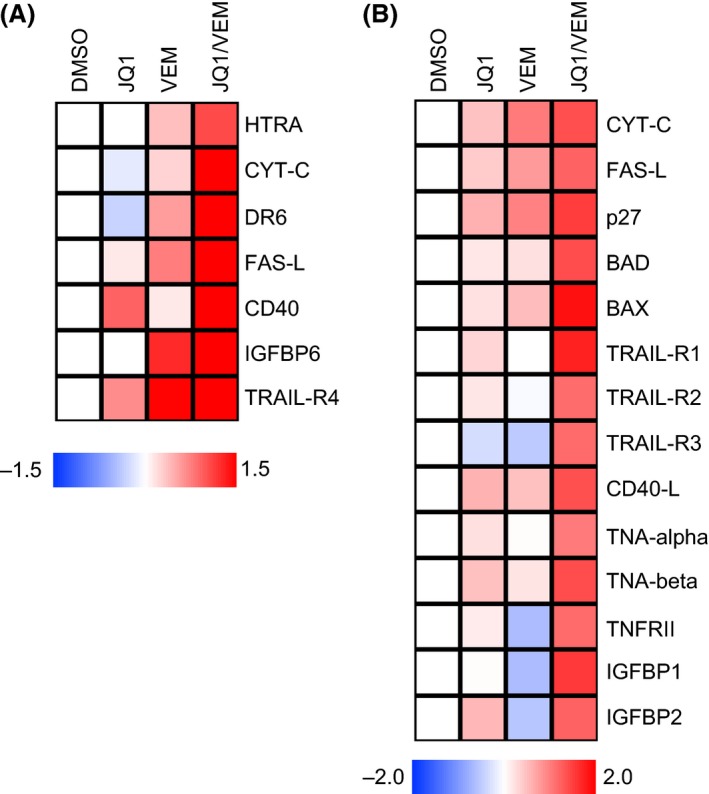
In vitro modulation of proteins involved in apoptosis after treatment with JQ1 alone or in combination with Vemurafenib. Protein lysates of 451Lu (A) and A375 (B) cells subjected to 48 h treatment with DMSO, JQ1 (500 nmol/L), Vemurafenib (500 nmol/L for A375, 1 *μ*mol/L for 451Lu) or their combination were analyzed by antibody arrays for apoptotic proteins expression. Heat maps depict of log2‐transformed normalized densitometry averages of experimental replicates for the most consistently altered proteins. Log2 ratios >1 or <−0.62 defines significant up or downregulation, as per manufacturer's recommendation. CD‐40L, CD40‐ligand; FASL‐L, FAS‐ligand; CYT‐C, cytochrome C; TRAIL‐R, TRAIL receptor; IGFBP, insulin growth factor‐binding protein.

Compared to all single treatment groups, we observed significant accumulation of pro‐apoptotic proteins in cells treated with the combination of JQ1 and Vemurafenib. In both cell lines tested, we observed a marked induction of FAS‐ligand, IGFBPs and TRAIL‐Receptors. Additionally, A375 displayed higher expression of BCL2 associate death promoter (BAD), BCL2 associated X protein (BAX), CD40‐ligand, TNF‐alpha and beta, STNFRII and p27; and 451Lu of HTRA, cytochrome C, DR6 and CD40, in response to the dual treatment.

In sum, combined treatment with BET and BRAF inhibitors elicited a robust apoptotic response through both the extrinsic or death receptor pathway (TRAIL‐R, FAS‐ligand) and the intrinsic or mitochondrial pathway (HTRA, BAX, BAD).

### JQ1 enhances the in vivo anti‐tumoral activity of Vemurafenib

We have previously shown the anti‐tumoral activity of BET inhibitors as single agents in melanoma in vivo 7. To examine possible synergy of BET and BRAF inhibitor combinations in vivo*,* we assessed single agent and combination therapy in a preclinical xenograft model of *BRAF*‐mutant melanoma. We administered JQ1 and Vemurafenib at doses associated with limited systemic toxicity when used separately in prior xenograft studies 12, 14, 21. Treatment with daily JQ1 combined with Vemurafenib for 8 days, was generally well‐tolerated with only 2 out of 8 mice in the combination group and 1 of 8 mice in the JQ1 group experiencing significant, transient weight loss (>10% of the initial weight, regained within a few days after discontinuation of treatment). Weight analysis on day +9 (day+8 was the last day of treatment) showed significant differences only between the combination and the control groups (*P* = 0.022, Table S2A). Beginning at day+5 from initiation of treatment, combined JQ1 and Vemurafenib treatment had statistically superior anti‐tumoral effect over JQ1 (*P* = 0.013) or Vemurafenib (*P* ≤ 0.0001) alone, or vehicle treatment (*P* ≤ 0.0001; Fig. 4A, Table S2B). One mouse in the combination group experienced a complete response by day+5 (no palpable tumor) though it subsequently relapsed by day+15 (treatment was stopped on day+8 because of significant weight loss in 2 out of 8 mice). No complete remissions were observed in the other groups in the studied timeframe. Time to endpoint analysis (the time at which tumor volume reached a certain maximum) analyzed by Kaplan–Meier and log‐rank test analyses revealed statistically significant longer survival for mice in the combined treatment group compared to all other groups (*P* ≤ 0.003, Fig. 4B, Table S2C).

**Figure 4:**
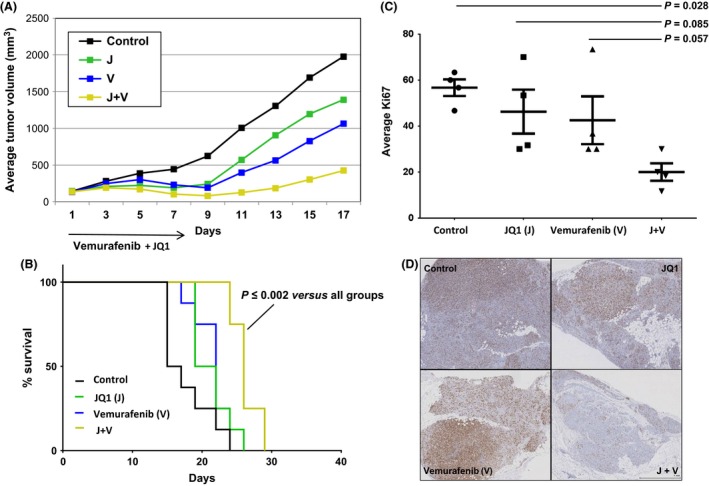
Enhanced activity of JQ1 (J) combined to Vemurafenib (V) in a xenograft NOG mouse model of *BRAF‐*mutant melanoma (A375). (A) Tumor growth curves of mice treated for 8 days with intraperitoneal J at 50 mg/kg per day, V at 25 mg/kg twice a day, or both. The combination resulted in reduced tumor growth compared to J, V and the control group since day+5 of treatment (*P* ≤ 0.01). (B) Kaplan–Meier survival curves. Mice in the combination group had significantly longer survival compared to all other groups starting from day+22 (*P* ≤ 0.03). (C) Relative Ki67 immunostaining levels on four tumors per group on day+5. (D) Representative micrographs of Ki67 immunostaining in each group.

Immunohistochemistry of tumors from mice euthanized on day+5 of treatment showed reduced proliferative index, as assessed by Ki67 staining, in the combined treatment group versus all other groups (Fig. 4C and D). TUNEL assay did not show significant apoptosis in any of the treated groups compared to the control (Fig. S4).

In sum, these results demonstrate that the combination of BRAF and BET inhibitors exert cooperative therapeutic effects against melanoma in vivo, resulting in significant tumor growth control and extended mice survival.

### Combined JQ1 and Vemurafenib treatment significantly impacts transcriptional programs that control cell cycle regulation in vivo

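A375 cells, a human melanoma line with mutant BRAF, were grown as tumors on both flanks of NOG mice, which lack most lymphoid cells. The RNA of 16 tumors was sequenced on day 5 of treatment. The 4 groups held 4 tumors from 2 mice each. They received vehicle (control), the BET inhibitor JQ1 at 50 mg/kg daily (J), the BRAF inhibitor Vemurafenib at 25 mg/kg per dose (V) or both drugs (J+V), by intraperitoneal injection. Ribosomal RNA was removed from total RNA with RiboZero and libraries were made with ScriptSeq v2. The authors mapped the reads to the human genome build hg19 with TopHat2. They deposited FPKM, which are fragments scaled to transcript length and library size, for 23260 gene symbols in each tumor. Whether reads of the mouse host were removed is not given in the sources used here. The number of reads behind each value is unknown, so no counting interval is given. The FPKM of all symbols summed to 970443.4 to 1281006.3 in control tumors (median 1158164.4) and 1191325.1 to 1287100.9 in J tumors (median 1274123.9). The sums were 1033864.6 to 1383426.2 in V tumors (median 1157172) and 1223331 to 1406985.7 in J+V tumors (median 1330588.05). Small nucleolar RNAs, which are short, took 44.9% ± 5.35 (SD, n = 4) of this sum in control tumors and 51.2% ± 1.59 (SD, n = 4) in J tumors. In V and J+V tumors they took 46.9% ± 5.21 (SD, n = 4) and 53.4% ± 3.13 (SD, n = 4).
For the comparisons, 0.5 was added to each FPKM and the log2 was taken. The 13426 genes with an FPKM of at least 1 in at least 4 tumors were fitted with limma, all groups together and with the mouse as a block. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called changed. Read counts, which the study tested with DESeq, are not used here. Over all genes, tumors of the same mouse were no more alike than tumors of different mice of a group, but some lists differed between the mice of a group. The mean of interferon response genes, relative to the control mean, was -0.444 and -0.436 in control tumors 2L and 2R and 0.36 and 0.52 in 5L and 5R. In J+V tumors the mean of G2/M cell cycle genes was -1.292 and -1.522 in mouse 33 and -0.747 and -0.827 in mouse 34. For histone genes it was -1.705 and -1.654 in mouse 33 and -1.183 and -1.233 in mouse 34. The correlation across genes, which are not independent replicates, had a median r of 0.939 over the 8 pairs of tumors from the same mouse. It was 0.941 over the 16 pairs from different mice of a group and 0.933 over the 96 pairs from different groups. The correlation of the block was estimated at -0.067, which makes the test slightly more liberal than one that takes all tumors as independent. The same value is used for every gene, so p values may be too small for genes that differ between the mice of a group. Gene positions below are those of GRCh37, the assembly that hg19 is made from.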

To investigate the molecular mechanisms controlling tumor growth effects of BRAF/BET inhibition, we performed RNA sequencing followed by gene set enrichment analysis (GSEA) of drug‐treated tumors. We assessed tumors from mice euthanized on day+5 (*n* = 4; 2 mice/group, 2 tumors/mouse) to identify the early impact of the combination of BRAF and BET inhibitors. 

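The J+V group differed from control in 4979 genes, 2756 of them lower and 2223 higher, with a median absolute log2 fold change of 0.52 among them. CDH19, a cadherin of neural crest cells, rose from 25.6 ± 7.20 (SD, n = 4) to 148.1 ± 15.3 (SD, n = 4) FPKM in J+V tumors. MGP, a protein of the extracellular matrix, rose from 13.1 ± 8.46 (SD, n = 4) to 78.7 ± 28.9 (SD, n = 4) FPKM, and the protease inhibitor A2M from 8.62 ± 4.44 (SD, n = 4) to 46.5 ± 5.38 (SD, n = 4). Among the genes that fell most, DKK1, a secreted inhibitor of Wnt signaling, had a log2 fold change of -2.40 (standard error 0.347, adjusted p = 0.000191 from limma) and the homeobox gene MSX1 one of -2.19 (standard error 0.256, adjusted p = 4.69e-05). ESM1, a proteoglycan, fell from 20.5 ± 13.6 (SD, n = 4) to 2.10 ± 0.837 (SD, n = 4) FPKM. The largest ratios by the rule for naming genes also took in the short RNAs SNORD58B, MIR920, MIR941-1, SNORD29, SNORD127 and SNORA16B, the last of which is listed at 0 in every control tumor. Of these, all but SNORA16B lost their call under at least 1 other setting, among them the fit without control tumor 5L. LUM, a marker of fibroblasts, rose from 4.17 ± 2.18 (SD, n = 4) to 13.0 ± 4.08 (SD, n = 4) FPKM.
For J and for V against control, limma called 0 genes each at an adjusted p below 0.05, with 1140 and 2160 genes at an unadjusted p below 0.05, where chance gives 671. Without the mouse block these counts were 0 and 0 (985 and 1917 unadjusted), and from the mean of each mouse's tumors 2 and 1. J+V differed from J in 3628 genes, 2464 of them lower, and from V in 1786 genes, 1116 of them lower. From the mean of each mouse's tumors these counts were 2257 and 234. Rescaling every tumor to a common sum moved the median log2 fold change of all genes from -0.025 to -0.219. The split of J+V against control became 820 higher and 4726 lower genes (85.2% lower, against 55.4%), so directions are relative to that shift. Without control tumor 5R, 101 genes changed with J and 423 with V. Without mouse 33 of the J+V group, 2843 genes differed between J+V and control and 330 between J+V and V.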

The combination group showed a distinct and profound effect on the transcriptome compared to any singly treated tumors, with the largest number of genes differentially expressed (*n* = 3816 with *n* = 2201 significantly downregulated genes, Fig. 5A).

**Figure 5:**
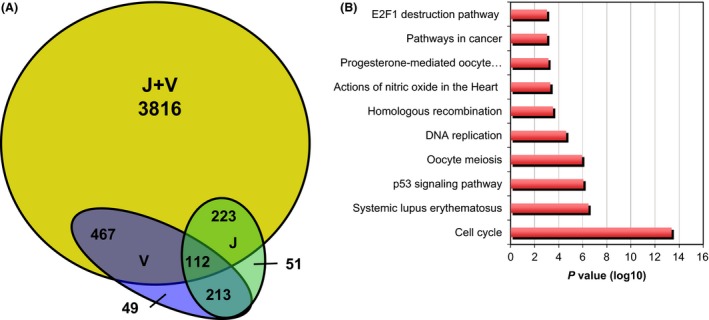
Combined JQ1 (J) and Vemurafenib (V) treatment significantly impacts transcriptional programs in vivo. (A) Venn diagram indicating the number of differentially expressed genes in tumors of each group treatment compared to control. J+V group shows a high number of genes (*n* = 3816) that are not shared with any of the other groups. (B) Gene set enrichment (GSE) analysis of genes significantly downregulated in J+V group compared to all others.

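At the thresholds given for the study (fold above 2, p below 0.01 and FDR below 0.1), 514 genes differed between J+V and control in limma, 320 lower and 194 higher. None passed in J or in V at these thresholds, so all 514 stood in the J+V circle alone. UBE2C, a ubiquitin-conjugating enzyme that acts in mitosis, was one of them, with an FPKM of 106.1 ± 23.1 (SD, n = 4) in control, 91.7 ± 11.2 (SD, n = 4) in J, 76.6 ± 7.94 (SD, n = 4) in V and 29.2 ± 9.62 (SD, n = 4) in J+V tumors. RRM2, which makes deoxynucleotides, was at 85.3 ± 8.75 (SD, n = 4), 72.1 ± 5.36 (SD, n = 4), 61.3 ± 8.00 (SD, n = 4) and 28.1 ± 9.36 (SD, n = 4) FPKM in the same order. Dropping the fold threshold gave 4295 genes, 2409 of them lower. Without mouse 5 of the control group the counts for J and V were 35 and 110.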

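Most cell cycle genes were lower in J+V tumors than in tumors given either drug alone, but against V neither list passed with an estimated correlation. Over all genes, the calls between J+V and V fell from 1786 to 234 when taken from the mean of each mouse's tumors. Of 45 genes of the G1/S transition, 42 were lower than in J (44 when adjusted over the list alone) and 36 lower than in V (40 when adjusted over the list alone), and none was higher. Of 59 genes of the G2/M transition, 51 were lower than in J (56 when adjusted over the list alone) and 43 lower than in V (53 when adjusted over the list alone). Of 61 histone genes, which are transcribed in S phase, 53 were lower than in J (56 when adjusted over the list alone) and 50 lower than in V (54 when adjusted over the list alone). Their median log2 fold change was -1.43 against J and -1.0 against V. HIST1H2BB, a histone H2B gene, was at 197.2 ± 18.9 (SD, n = 4) FPKM in J, 134.3 ± 39.4 (SD, n = 4) in V and 50.4 ± 16.9 (SD, n = 4) in J+V tumors. HIST1H3C, a histone H3 gene, had log2 fold changes of -1.73 (standard error 0.187, adjusted p = 0.000114 from limma) against J and -1.52 (standard error 0.187, adjusted p = 0.000605) against V. The test of each list against all other genes (cameraPR) held with an estimated correlation for the 3 lists against J (adjusted p = 0.0250, 0.0455 and 0.00674). Against V it held for the histone genes (adjusted p = 0.0120), with adjusted p = 0.0576 with an estimated correlation for both cell cycle lists.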

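BIRC5, BCL2, MCL1, BCL2L1 (which encodes BCL-XL) and APAF1 were all lower in J+V than in control tumors. BIRC5, which encodes survivin (chromosome 17, 76210267 to 76221717), fell from 27.0 ± 4.25 (SD, n = 4) to 7.67 ± 2.20 (SD, n = 4) FPKM, a log2 fold change of -1.78 (standard error 0.193, adjusted p = 3.31e-05 from limma). BCL2 (chromosome 18, 60790579 to 60987361) fell from 1.41 ± 0.380 (SD, n = 4) to 0.761 ± 0.0950 (SD, n = 4) FPKM, a log2 fold change of -0.58 (standard error 0.135, adjusted p = 0.00409). MCL1 (chromosome 1, 150533371 to 150552214) fell from 248.6 ± 38.8 (SD, n = 4) to 175.4 ± 35.2 (SD, n = 4) FPKM, with a log2 fold change of -0.51 (standard error 0.140, adjusted p = 0.0111). BCL2L1 (chromosome 20, 30252255 to 30311792) fell from 10.5 ± 1.58 (SD, n = 4) to 7.28 ± 1.21 (SD, n = 4) FPKM, with a log2 fold change of -0.50 (standard error 0.155, adjusted p = 0.0199). APAF1, which encodes the core of the apoptosome and promotes apoptosis (chromosome 12, 99039068 to 99129211), fell from 7.08 ± 0.256 (SD, n = 4) to 5.13 ± 0.0943 (SD, n = 4) FPKM, with a log2 fold change of -0.43 (standard error 0.0980, adjusted p = 0.00386). Of 14 anti-apoptotic genes measured, 9 were lower (also 9 when adjusted over the list alone) and none was higher. Their median log2 fold change was -0.39 (adjusted p = 0.0139 for the list, 0.0390 with an estimated correlation). The latter is adjusted together with lists that the study chose on these tumors, and may not pass without those. With only genes of a mean FPKM of at least 5 the list did not pass (median -0.365, adjusted p = 0.0721). BIRC5 is also a gene of the G2/M list. The calls of MCL1 and BCL2L1 were lost without control tumor 5L, without mouse 5 and without mouse 33, with adjusted p of up to 0.162 and 0.140 over all settings run. MCL1 also lost its call from the mean of each mouse's tumors (adjusted p = 0.0781) and with quantile normalization (adjusted p = 0.0862), and BCL2L1 without control tumor 5R (adjusted p = 0.0524) and without J+V tumor 33L (adjusted p = 0.0640). The FPKM of the 4 anti-apoptotic genes is plotted for every tumor.

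**Figure D1:**
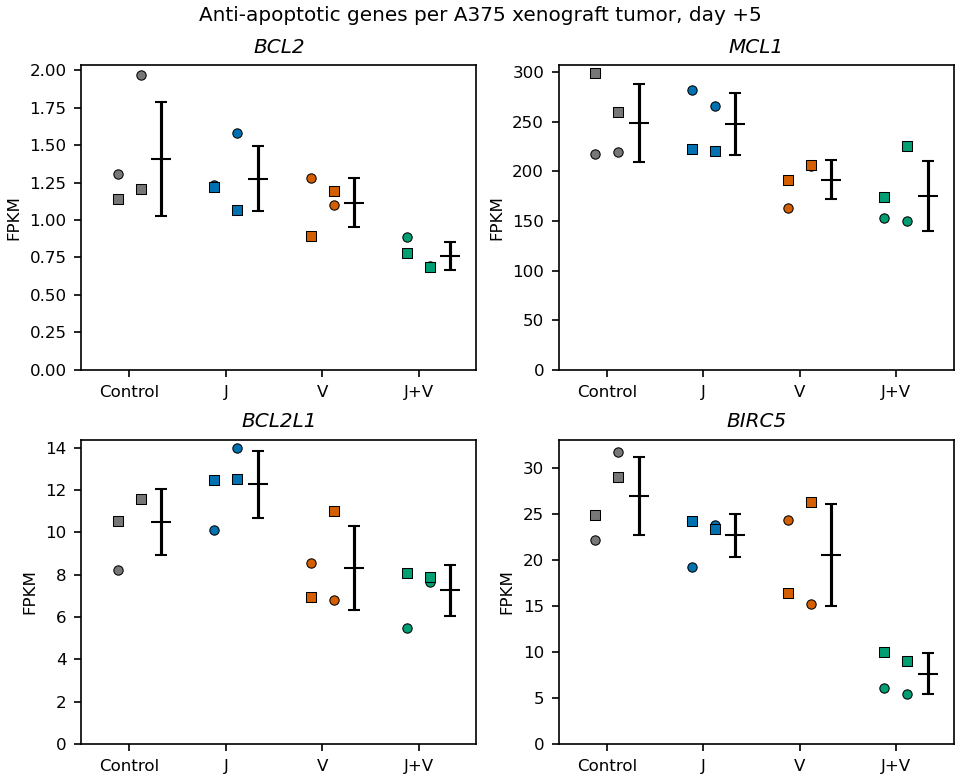
FPKM of BCL2, MCL1, BCL2L1 and BIRC5 in each tumor of the control, J, V and J+V groups on day 5, with circles and squares for the 2 mice of a group and bars for the mean ± SD (n = 4 tumors). BIRC5 reaches at most 10.0 FPKM in the J+V tumors and is at least 15.3 in all others.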

Interestingly numerous apoptotic regulators were uniquely downregulated by the combination (*n* = 114), including the anti‐apoptotic genes *BCL2, MCL1, BCL‐XL, BIRC5*, and *APAF1*. 

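AKT1 (chromosome 14, 105235686 to 105262088) encodes a kinase that promotes survival, and its FPKM was 13.6 ± 2.48 (SD, n = 4) in control, 13.6 ± 1.21 (SD, n = 4) in J, 12.9 ± 1.39 (SD, n = 4) in V and 9.46 ± 0.550 (SD, n = 4) in J+V tumors. The log2 fold change between J+V and control was -0.48 (standard error 0.106, adjusted p = 0.00289 from limma). J+V was also lower than J (adjusted p = 0.00405) and V (adjusted p = 0.0182). TGFB1, a secreted growth factor (chromosome 19, 41807492 to 41859827), was at 5.54 ± 1.22 (SD, n = 4), 5.60 ± 0.690 (SD, n = 4), 4.92 ± 0.980 (SD, n = 4) and 3.61 ± 1.03 (SD, n = 4) FPKM in the same order. It was lower in J+V than in control, with a log2 fold change of -0.57 (standard error 0.179, adjusted p = 0.0224), and than in J (adjusted p = 0.0237). It did not pass the test against V (adjusted p = 0.136). The call of TGFB1 against control was lost in a fit of only the groups compared, without control tumor 5R, without J+V tumor 34R and without mouse 2, 5 or 33, with adjusted p of up to 0.0800.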

Other survival factors, such as *AKT1* and *TGFB1* were also significantly downregulated (Table S3A). These data support our in vitro finding that combined BET and BRAF inhibition suppresses cell proliferation and induces apoptosis.

In addition to the effects on cell cycle and apoptosis, almost thirty transcriptional regulators were significantly downregulated (such as *EZH2*) or upregulated (such as *EHF*) specifically in the combination group (Table S3B), suggesting combined BRAF and BET inhibition broadly shifts the transcriptional landscape of melanoma cells.

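EZH2, the methyltransferase of the Polycomb complex PRC2 (chromosome 7, 148504349 to 148581413), fell from 24.0 ± 2.93 (SD, n = 4) to 10.7 ± 2.04 (SD, n = 4) FPKM between control and J+V tumors, a log2 fold change of -1.14 (standard error 0.119, adjusted p = 2.82e-05 from limma). It was also lower than in J (adjusted p = 0.000369) and V (adjusted p = 0.00131). FOXM1, a transcription factor of mitotic genes, had a log2 fold change of -1.36 (standard error 0.159, adjusted p = 4.69e-05) and the chromatin protein HMGA1 one of -1.33 (standard error 0.149, adjusted p = 3.82e-05). SREBF2, the activator of cholesterol synthesis genes, fell from 6.46 ± 0.776 (SD, n = 4) to 2.68 ± 0.536 (SD, n = 4) FPKM. LEF1, a transcription factor of Wnt signaling, rose from 47.4 ± 8.84 (SD, n = 4) to 103.0 ± 29.4 (SD, n = 4) FPKM. ID4, an inhibitor of other transcription factors, rose by a log2 fold change of 1.71 (standard error 0.279, adjusted p = 0.000421) and the retinoid receptor RXRG by one of 1.48 (standard error 0.216, adjusted p = 0.000206). Of the transcriptional regulators in Table S3B, all 11 that the table lists as lower were lower (also 11 when adjusted over the list alone). All 8 measured of those it lists as higher were higher (also 8 when adjusted over the list alone). The study chose this list on these tumors, so it is not independent evidence. NFATC2 lost its call in a fit of only the groups compared, without control tumor 5L, without J+V tumor 34L and without mouse 2, 33 or 34, and NKX6-1 without mouse 2. ARID3B lost its call from the mean of each mouse's tumors (adjusted p = 0.0681) and without mouse 2 (adjusted p = 0.0703).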

As for the gene sets specifically suppressed by the combined treatment, GSEA revealed cell cycle regulators (including *CDC25C,* and *E2F1*), p53‐related genes (such as *CCNE1*,* CHEK1*) and cancer‐related pathways (Fig. 5B and Table S4). 

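Nearly all genes of the cell cycle lists were lower in J+V than in control tumors. Of the G1/S genes 44 were lower (also 44 when adjusted over the list alone) and none was higher, with a median log2 fold change of -0.98. Of the G2/M genes 56 were lower (also 56 when adjusted over the list alone) and none was higher, with a median of -1.16. CDC25C, a phosphatase that drives entry into mitosis (chromosome 5, 137620958 to 137674044), fell from 4.70 ± 0.834 (SD, n = 4) to 2.17 ± 0.737 (SD, n = 4) FPKM, with a log2 fold change of -1.0 (standard error 0.190, adjusted p = 0.00117 from limma). E2F1, a transcription factor of S phase genes (chromosome 20, 32263283 to 32274191), fell from 2.51 ± 0.476 (SD, n = 4) to 0.762 ± 0.323 (SD, n = 4) FPKM. CCNE1, which encodes cyclin E1 (chromosome 19, 30302898 to 30315219), fell from 11.3 ± 1.26 (SD, n = 4) to 5.51 ± 0.990 (SD, n = 4) FPKM, with a log2 fold change of -0.98 (standard error 0.106, adjusted p = 3.31e-05). CHEK1, the DNA damage checkpoint kinase CHK1 (chromosome 11, 125495058 to 125546150), fell from 36.8 ± 5.46 (SD, n = 4) to 18.6 ± 4.33 (SD, n = 4) FPKM.
Of 24 target genes of p53, 7 were lower and 1 was higher (also 7 and 1 when adjusted over the list alone), with a median log2 fold change of -0.25. The list had an adjusted p of 0.0398, and adjusted p = 0.126 with an estimated correlation. It was also no longer past the threshold without tumor 2R, 5L, 19L, 33L or 33R, or without mouse 2, 19 or 33 (adjusted p = 0.0505 to 0.0919). CDKN1A, the cell cycle inhibitor p21, had a log2 fold change of -0.90 (standard error 0.153, adjusted p = 0.000588) and the nuclease gene AEN one of -1.14 (standard error 0.167, adjusted p = 0.000209), and ZMAT3 was the member that rose. These 24 targets are not the gene set behind the paper's p53 category, for which Table S4 names CCNE1, CCNE2 and CHEK1. The result of the target list therefore does not test that category. Of the histone genes, 55 were lower and none was higher (56 and 1 when adjusted over the list alone), with a median of -1.64. The lists of both transitions and the histone genes differed from other genes (adjusted p = 1.73e-25, 9.35e-29 and 2.07e-50, and 0.0233, 0.0390 and 0.00536 with an estimated correlation). The adjustment takes in lists that the study chose on these tumors, and without those the G2/M list may not pass with an estimated correlation. No other split of the 8 tumors gave a list median as far from 0 (exact permutation test, p = 0.0286, the smallest that 4 against 4 tumors allow). This takes the tumors of a mouse as exchangeable, and with mice kept whole there are 3 splits, too few for such a p.

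**Figure D2:**
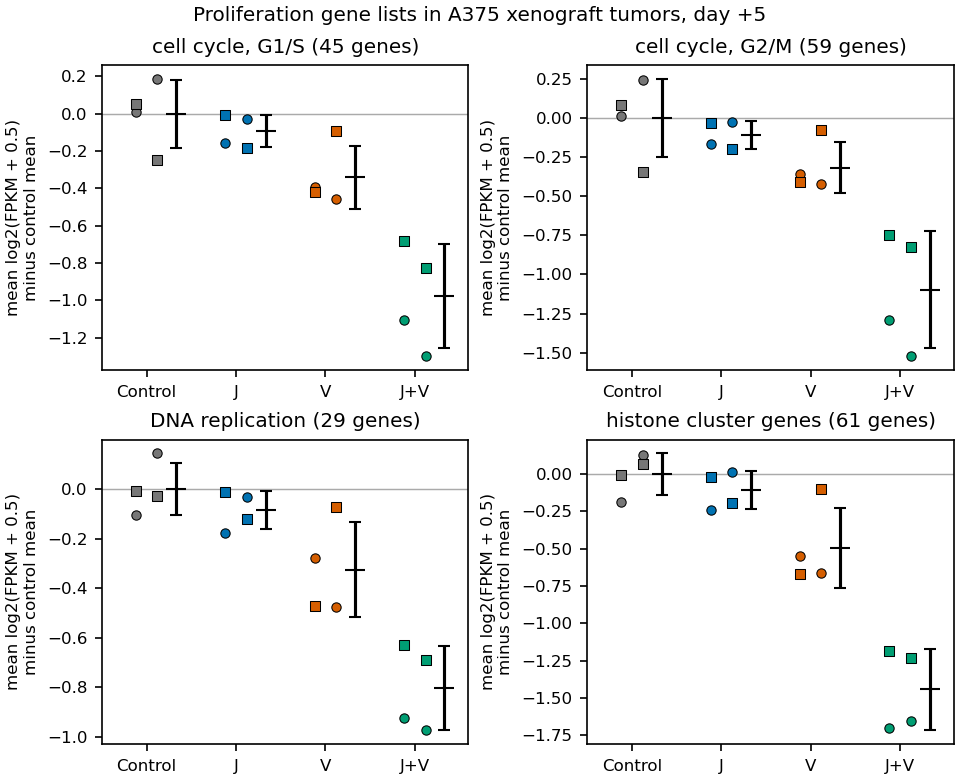
Mean log2(FPKM + 0.5) over the genes of each list in each tumor, minus the mean of the control tumors, for 45 G1/S, 59 G2/M, 29 DNA replication and 61 histone cluster genes on day 5, with circles and squares for the 2 mice of a group and bars for the mean ± SD (n = 4 tumors). The J+V tumors lie between -1.30 and -0.68 for G1/S and between -1.705 and -1.183 for histone genes, below every tumor of the other groups.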

Selected genes that were uniquely downregulated by the combined treatment were confirmed by quantitative PCR (Fig. S2).

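PTTG1, TFPI2 and AURKA, measured by quantitative PCR in Figure S5, were also lower in J+V tumors than in every other group by RNA sequencing. PTTG1, which encodes securin (chromosome 5, 159848862 to 159855746), had an FPKM of 159.5 ± 18.1 (SD, n = 4) in control, 149.3 ± 13.2 (SD, n = 4) in J, 122.0 ± 31.5 (SD, n = 4) in V and 63.1 ± 19.1 (SD, n = 4) in J+V tumors. TFPI2, a secreted protease inhibitor (chromosome 7, 93514708 to 93520065), was at 56.3 ± 13.1 (SD, n = 4), 57.8 ± 6.81 (SD, n = 4), 57.8 ± 16.6 (SD, n = 4) and 26.3 ± 6.60 (SD, n = 4) FPKM in the same order. AURKA, which encodes the mitotic kinase Aurora A (chromosome 20, 54944445 to 54967393), was at 41.5 ± 5.94 (SD, n = 4), 35.0 ± 1.58 (SD, n = 4), 30.0 ± 6.13 (SD, n = 4) and 13.7 ± 3.81 (SD, n = 4) FPKM. The log2 fold changes between J+V and control were -1.38 (standard error 0.195, adjusted p = 0.000164 from limma) for PTTG1, -1.08 (standard error 0.212, adjusted p = 0.00137) for TFPI2 and -1.60 (standard error 0.172, adjusted p = 3.20e-05) for AURKA. Against J the adjusted p was 0.000543, 0.00170 and 0.000167, and against V it was 0.00636, 0.00502 and 0.00143. The FPKM of the 3 genes is plotted for every tumor.

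**Figure D3:**
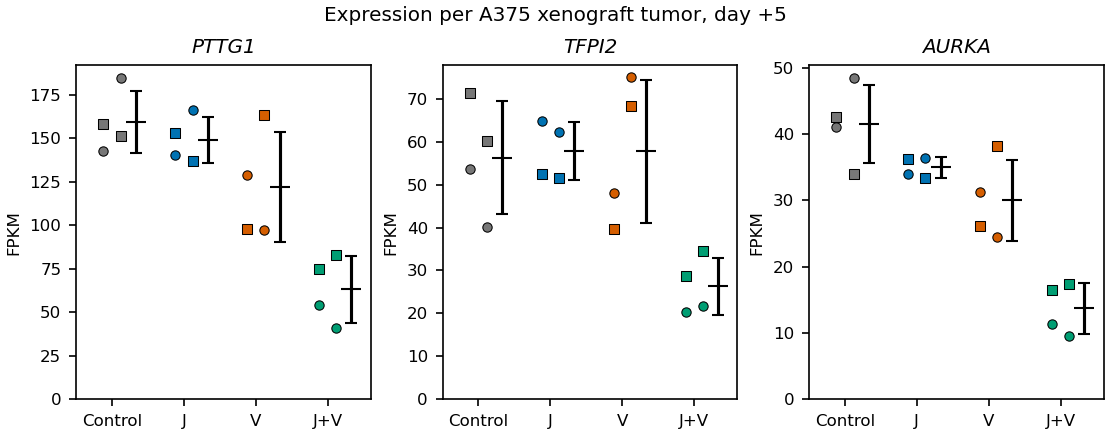
FPKM of PTTG1, TFPI2 and AURKA in each tumor of the control, J, V and J+V groups on day 5, with circles and squares for the 2 mice of a group and bars for the mean ± SD (n = 4 tumors). The highest J+V tumor has 82.8 FPKM of PTTG1, 34.5 of TFPI2 and 17.4 of AURKA, below the lowest tumor of any other group.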

Additional genes were significantly modulated by both, the combination and JQ1 or Vemurafenib alone, with most of them changing in the same direction (and the combination group significantly exacerbating the extent of modulation, Fig. S3). GSEA of these commonly regulated genes showed downregulation of genes related to cell cycle (such as *CCNB1, CDC25A*), DNA replication, CDK regulation of DNA replication, and base excision repair (Fig. S4). 

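INSIG1, a regulator of sterol synthesis, had an FPKM of 27.9 ± 8.09 (SD, n = 4) in control, 15.9 ± 2.68 (SD, n = 4) in J, 15.3 ± 3.72 (SD, n = 4) in V and 6.38 ± 1.47 (SD, n = 4) in J+V tumors. No gene passed an adjusted p below 0.05 in V or J alone. Shared genes were therefore taken at an unadjusted p below 0.01 in both comparisons, a threshold chosen after seeing the data. Of 586 such genes shared by V and J+V, 584 went in the same direction (99.7%) and 93.5% had the larger change in J+V. Of them, 192 lay further from control in J+V with an adjusted p below 0.05 between V and J+V. Of 232 genes shared by J and J+V, 229 went in the same direction (98.7%), 84.9% had the larger change in J+V, and 83 lay further from control at that threshold. INSIG1 was shared by all. For genes lower in J+V than in control, the median log2 fold change was -0.19 with V and -0.06 with J, and for genes higher in J+V it was 0.22 with V and 0.18 with J. The comparisons share their control tumors. In simulated data with no effect, all of the 14 genes shared at that threshold also went in the same direction (100%), so these shares say nothing by themselves. With a different control mouse for each comparison, 89.0% of 372 genes and 96.6% of 175 went in the same direction for V, and 91.1% of 168 and 85.5% of 83 for J.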

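CCNB1, which encodes cyclin B1 (chromosome 5, 68462962 to 68474072), had an FPKM of 133.3 ± 17.8 (SD, n = 4) in control, 112.7 ± 9.02 (SD, n = 4) in J, 98.1 ± 17.5 (SD, n = 4) in V and 51.4 ± 16.0 (SD, n = 4) in J+V tumors. CDC25A, a phosphatase that activates cyclin-dependent kinases (chromosome 3, 48198636 to 48229907), was at 8.99 ± 1.52 (SD, n = 4), 8.16 ± 1.12 (SD, n = 4), 6.43 ± 1.79 (SD, n = 4) and 3.12 ± 1.08 (SD, n = 4) FPKM in the same order. The log2 fold changes between J+V and control were -1.41 (standard error 0.184, adjusted p = 9.48e-05 from limma) for CCNB1 and -1.43 (standard error 0.208, adjusted p = 0.000196) for CDC25A. Of 29 DNA replication genes, 27 were lower in J+V than in control (also 27 when adjusted over the list alone) and none was higher. Their median log2 fold change was -0.77 (adjusted p = 1.03e-19 for the list, 0.0224 with an estimated correlation). PCNA, the sliding clamp of DNA polymerases, fell from 136.1 ± 23.3 (SD, n = 4) to 58.6 ± 15.9 (SD, n = 4) FPKM, and MCM5, a subunit of the replicative helicase, had a log2 fold change of -1.31 (standard error 0.141, adjusted p = 3.20e-05). Of 25 base excision repair genes, 15 were lower and 1 was higher (17 and 1 when adjusted over the list alone). Their median log2 fold change was -0.42 (adjusted p = 8.34e-06 for the list, adjusted p = 0.0774 with an estimated correlation). The glycosylase gene NEIL3 had a log2 fold change of -1.37 (standard error 0.207, adjusted p = 0.000255), and NEIL1 rose.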

Of note, several genes related to angiogenesis such as *MMP1* and *TGFA* were significantly downregulated in combination‐treated tumors.

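MMP1, a secreted collagenase (chromosome 11, 102660132 to 102668891), had an FPKM of 41.8 ± 26.3 (SD, n = 4) in control, 30.2 ± 8.25 (SD, n = 4) in J, 22.6 ± 2.87 (SD, n = 4) in V and 6.58 ± 4.71 (SD, n = 4) in J+V tumors. Between J+V and control the log2 fold change was -2.58 (standard error 0.419, adjusted p = 0.000420 from limma), and J+V was also lower than J (adjusted p = 0.00162) and V (adjusted p = 0.00965). TGFA, a ligand of the EGF receptor (chromosome 2, 70674416 to 70781325), was at 42.0 ± 9.77 (SD, n = 4), 32.6 ± 5.50 (SD, n = 4), 41.2 ± 4.24 (SD, n = 4) and 38.1 ± 7.15 (SD, n = 4) FPKM in the same order. Its log2 fold change between J+V and control did not pass the test, at -0.12 (standard error 0.166, adjusted p = 0.584). Of 18 angiogenesis genes, 6 were lower and 3 higher in J+V than in control (8 and 3 when adjusted over the list alone). Their median log2 fold change of -0.39 did not pass the test of the list (adjusted p = 0.130). VEGFC, a growth factor of lymphatic vessels, fell from 8.87 ± 3.12 (SD, n = 4) to 2.11 ± 1.17 (SD, n = 4) FPKM, and PDGFA from 2.62 ± 0.744 (SD, n = 4) to 0.656 ± 0.446 (SD, n = 4). ANGPT1, a ligand of the TEK receptor of endothelial cells, had a log2 fold change of 0.82 (standard error 0.144, adjusted p = 0.000701). The angiogenesis list passed with no filter (adjusted p = 0.0487), without J+V tumor 34L (adjusted p = 0.0495) and without mouse 34 (adjusted p = 0.0205).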

Collectively, these analyses support that the synergistic therapeutic potential of combined BRAF and BET inhibitors in melanoma results from distinct modulation of transcriptional programs controlling cell cycle, proliferation, and apoptosis.

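The fall of proliferation genes in J+V tumors was deeper than the sum of the falls with J and V alone on the log2 scale, in the medians of the lists. The departure from that sum had a median log2 value of -0.62 in G1/S genes, -0.70 in G2/M genes and -0.85 in histone genes. When adjusted over the list alone, 15, 25 and 45 of them departed to the lower side. TFPI2 had a departure of -1.17 (standard error 0.299, adjusted p = 0.146 from limma), HMGA1 of -1.23 (standard error 0.211, adjusted p = 0.0981) and FOXM1 of -1.05 (standard error 0.224, adjusted p = 0.0997), none of which passed the test over all genes. Over all genes, limma called 0 genes for this departure, with 1693 at an unadjusted p below 0.05 and 2 called from the mean of each mouse's tumors. Of the 3 lists, the histone genes kept their call with an estimated correlation (adjusted p = 0.0491). The others did not (adjusted p = 0.141 with an estimated correlation for both). Of 100 permutations among the 8 mice of the residuals of an additive fit, 7, the real one included, gave a median departure over the 3 lists as low (-0.712), so chance differences between mice are not excluded. Without J+V tumor 34L, 127 genes departed, and without mouse 34, 363. The paper reads its analyses as backing a distinct modulation of cell cycle, proliferation and apoptosis programs behind the synergistic therapeutic potential of combining both inhibitors.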

## Discussion

The experiments presented here support the combination of the BET inhibitor JQ1 with the BRAF inhibitor Vemurafenib for the treatment of *BRAF*‐mutant melanoma patients. Our data suggest a synergistic interaction for the combination, both in vitro and in vivo. Mechanistically, combined treatment‐induced significantly more apoptosis than either drug alone in vitro and dramatically altered the transcriptional landscape of combination‐treated xenograft tumors in vivo.

How the combination with BRAF inhibitors exacerbates the transcriptional effects of BET inhibition remains uncertain. Recent studies have demonstrated that BRD4 binds preferentially to super enhancers (SEs), long stretches of enhancers that control the expression of ‘cell identity’ genes in normal cells and tumor‐specific oncogenes in cancer cells 22. Addiction to high‐level expression of these SE‐regulated oncogenes is thought to contribute to tumor cells vulnerability to BET inhibitors 23. The transcriptional output of BRD4 displacement and enhancer disruption may be modified by MAPK‐signaling inhibition, which is known to control numerous epigenetic regulators and transcription factors (i.e. P300**)** 24. In support of this crosstalk, recent studies have shown that loss of members of the Polycomb repressive complex PRC2 amplifies Ras‐driven transcription by triggering an epigenetic switch that sensitizes some tumors, including melanoma, to BRD4 inhibition 17.

In vitro, we found a striking upregulation of proapoptotic proteins in melanoma cell lines treated with combined BET and BRAF inhibitors, compared to any single‐agent treatment.

Treatment of melanoma cells with BET or BRAF inhibitors as single agents has been shown to induce apoptosis through the activation of the mitochondrial pathway 16, 23. Intriguingly, in our in vitro experiments, we observed increased expression of proteins involved in both the extrinsic and intrinsic pathways of apoptosis with modulation of key players such as TRAIL receptors, FAS‐ligand, cytochrome C, BAD, and BAX. Additional apoptotic regulators that were found induced by the combined treatment included CD40, CD40‐ligand, HTRA, or IGFBPs. Insulin‐like‐growth‐factor‐binding‐proteins have shown to contrast cancer progression by modulating the activity of insulin‐like growth factors 25. With regard to CD40 and its ligand, Pirozzi et al. 26. showed that a CD40‐dependent pathway is able to enhance T‐cell proliferation in vitro.

Overall these findings may help to explain the potent anti‐proliferative and pro‐apoptotic effect of the combination of BET and BRAF inhibitors. In particular, one explanation for their cooperative effects may rely on the ability of these drugs to induce apoptosis through multiple pathways when combined compared to their use as single agents.

In vivo, JQ1 and Vemurafenib combination was statistically significantly more efficacious than any other group from day+5 of treatment, which resulted in increased survival for mice in the combined treatment group compared to others. In order to investigate potential changes in cellular pathways that could underlie the in vivo therapeutic effects, we performed RNA sequencing of tumors obtained from mice sacrificed on day+5. Interestingly, tumors in the combination group showed a vast repertoire of uniquely modulated genes compared to all other groups (*n* = 3816). 

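Being changed in J+V and not in J or V is not itself a test of a difference between the groups, so J+V was also set against each group in turn. In limma, 918 genes were lower in J+V than in control, J and V each, and 489 were higher than in all 3. CDC20, the activator of the anaphase-promoting complex, was among the former, with an FPKM of 26.6 ± 4.36 (SD, n = 4) in control, 26.0 ± 3.34 (SD, n = 4) in J, 19.2 ± 7.77 (SD, n = 4) in V and 7.93 ± 3.13 (SD, n = 4) in J+V tumors. EDNRB, the endothelin receptor of melanocytes, was among the latter, with 12.5 ± 2.88 (SD, n = 4), 12.3 ± 2.24 (SD, n = 4), 13.8 ± 2.04 (SD, n = 4) and 24.1 ± 2.12 (SD, n = 4) FPKM in the same order. From the mean of each mouse's tumors the counts were 112 lower and 91 higher, and rescaled to a common sum 1859 and 163. Without mouse 33 they were 162 and 79, without mouse 19 225 and 123, without control tumor 5L 358 and 183, and without V tumor 19R 362 and 220.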

Genes significantly downregulated included cell cycle, DNA replication genes and regulators of DNA repair such as CHK. 

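Genes of DNA repair by homologous recombination were lower in J+V than in control tumors as a group. Of 25 measured, 16 were lower and 1 was higher (17 and 1 when adjusted over the list alone). The median log2 fold change was -0.45 (adjusted p = 8.50e-05 for the list, 0.0397 with an estimated correlation). The latter is adjusted together with lists that the study chose on these tumors, and may not pass without those. XRCC2, which acts in the pairing of DNA strands, fell from 11.5 ± 4.99 (SD, n = 4) to 3.72 ± 0.937 (SD, n = 4) FPKM. BRCA1 had a log2 fold change of -0.61 (standard error 0.155, adjusted p = 0.00689 from limma), and RAD50, a subunit of the complex that binds broken DNA ends, one of 0.64 (standard error 0.143, adjusted p = 0.00317). CHEK1 had a log2 fold change of -0.98 (standard error 0.152, adjusted p = 0.000308) between J+V and control. It was also lower than in J (log2 fold change -0.90, adjusted p = 0.00106) and V (log2 fold change -0.61, adjusted p = 0.0174). Among replication genes, MCM2 fell from 19.9 ± 2.34 (SD, n = 4) to 8.73 ± 1.23 (SD, n = 4) FPKM, MCM4 from 54.0 ± 14.9 (SD, n = 4) to 20.4 ± 5.62 (SD, n = 4) and the ligase gene LIG1 from 8.61 ± 1.11 (SD, n = 4) to 3.45 ± 0.392 (SD, n = 4). BRCA1 lost its call without control tumor 5L, without mouse 2 and without mouse 33, with adjusted p of up to 0.103.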

Inhibition of CHK1 through specific drug inhibitors has shown to drive melanoma cells into aberrant mitosis and apoptosis 27.

Additional downregulated genes were transcription factors such as *E2F1*,* E2F8* or *EHF*. 

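E2F8, a repressor of the E2F family (chromosome 11, 19245610 to 19263167), had an FPKM of 1.79 ± 0.216 (SD, n = 4) in control, 1.49 ± 0.300 (SD, n = 4) in J, 1.49 ± 0.161 (SD, n = 4) in V and 0.739 ± 0.396 (SD, n = 4) in J+V tumors. Its log2 fold change between J+V and control was -0.94 (standard error 0.192, adjusted p = 0.00182 from limma), and that of E2F1 was -1.27 (standard error 0.184, adjusted p = 0.000190). E2F1 was also lower in J+V than in J (adjusted p = 0.000806) and in V (adjusted p = 0.00673), as was E2F8 (adjusted p = 0.0121 and 0.0216). EHF, a transcription factor of epithelial cells (chromosome 11, 34642640 to 34684835), reached an FPKM of 1 in 3 tumors and so was not among the genes tested. Its FPKM was 0.198 ± 0.0425 (SD, n = 4) in control, 0.368 ± 0.0750 (SD, n = 4) in J, 0.374 ± 0.0659 (SD, n = 4) in V and 1.11 ± 0.475 (SD, n = 4) in J+V tumors. Fitted with no filter, it was higher in J+V than in control, with a log2 fold change of 1.15 (standard error 0.172, adjusted p = 0.000499 over 20518 genes).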

E2F1 silencing has shown to associate with cell cycle arrest and significant reduction of Ki67 staining in an in vivo melanoma xenograft model 28. 

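Cyclin E2, the product of CCNE2 (chromosome 8, 95891998 to 95908906), drives entry into S phase with cyclin E1. The FPKM of CCNE2 was 19.1 ± 5.08 (SD, n = 4) in control, 17.6 ± 0.763 (SD, n = 4) in J, 15.8 ± 0.797 (SD, n = 4) in V and 9.53 ± 3.45 (SD, n = 4) in J+V tumors. Between J+V and control its log2 fold change was -0.99 (standard error 0.211, adjusted p = 0.00241 from limma), and it was also lower than in J (adjusted p = 0.00627) and V (adjusted p = 0.0279). For CCNE1 the log2 fold change was -0.70 (standard error 0.106, adjusted p = 0.000544) between J+V and J and -0.73 (standard error 0.106, adjusted p = 0.00121) between J+V and V. Another cyclin gene, CCNA2, fell from 42.4 ± 9.62 (SD, n = 4) to 15.1 ± 5.54 (SD, n = 4) FPKM between control and J+V tumors. CCND1, which encodes cyclin D1 and responds to MAPK signaling, was at 63.7 ± 5.75 (SD, n = 4) in control, 74.2 ± 2.76 (SD, n = 4) in J, 46.0 ± 4.31 (SD, n = 4) in V and 36.2 ± 9.18 (SD, n = 4) in J+V tumors.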

Of note, p53‐related genes coding for proteins actively involved in proliferation such as cyclins (*CCNE1‐2* for e.g.), were also found downregulated. 

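The mRNA of MKI67, which encodes the proliferation marker Ki67 (chromosome 10, 129894923 to 129924687), was lower in J+V tumors than in all other groups. Its FPKM was 26.8 ± 3.36 (SD, n = 4) in control, 23.9 ± 3.09 (SD, n = 4) in J, 24.9 ± 3.59 (SD, n = 4) in V and 13.9 ± 5.49 (SD, n = 4) in J+V tumors. J+V differed from control by a log2 fold change of -0.99 (standard error 0.196, adjusted p = 0.00148 from limma), from J with an adjusted p of 0.00718 and from V with an adjusted p of 0.0103.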

Consistent with the anti‐proliferative signature revealed by transcriptomic profiling, immunohistochemistry of the same tumors revealed reduced proliferation in the combined treatment group (Ki67 staining).

In contrast to our in vivo findings, increased apoptosis prevailed over reduced cell proliferation in vitro. This discrepancy may be related to the timing of tumor collection, and/or differences in intracellular drug concentrations achieved in vitro and in vivo. Despite these differences, numerous apoptotic and pro‐survival genes were specifically downregulated in vivo upon combined BRAF and BET treatment, including the anti‐apoptotic proteins *BCL2, BCL‐XL*, and *MCL1,* and the survival factors *AKT1* and *HDAC1*. 

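BCL2 was lower in J+V than in J, with a log2 fold change of -0.49 (standard error 0.135, adjusted p = 0.0159 from limma), and did not pass against V, with one of -0.35 (standard error 0.135, adjusted p = 0.0927). BCL2L1 was lower than in J (adjusted p = 0.00409) and did not pass against V (adjusted p = 0.486). MCL1 was lower than in J (adjusted p = 0.0159) and did not pass against V (adjusted p = 0.530). BIRC5 was lower than in J (adjusted p = 0.000163) and in V (adjusted p = 0.00114). Of the 14 anti-apoptotic genes, 7 were lower than in J and 1 than in V (7 and 1 when adjusted over the list alone). The list had an adjusted p of 0.0216 against J, with adjusted p = 0.0526 with an estimated correlation, and did not pass against V (adjusted p = 0.0554, 0.116 with an estimated correlation). The difference between these comparisons is that of J against V, where the list did not pass (median log2 fold change 0.12, adjusted p = 0.250, 0.424 with an estimated correlation). HDAC1, a histone deacetylase (chromosome 1, 32757684 to 32799236), had an FPKM of 105.7 ± 13.8 (SD, n = 4) in control, 102.1 ± 6.26 (SD, n = 4) in J, 100.1 ± 7.13 (SD, n = 4) in V and 83.0 ± 4.88 (SD, n = 4) in J+V tumors. It was lower in J+V than in control, with a log2 fold change of -0.34 (standard error 0.0850, adjusted p = 0.00636), and than in J (adjusted p = 0.0190), with an adjusted p of 0.0505 against V. Of 24 pro-apoptotic genes, 9 were lower in J+V than in control (also 9 when adjusted over the list alone) and none was higher. As a median the log2 fold change was -0.17 (adjusted p = 0.0412 for the list, adjusted p = 0.0897 with an estimated correlation). The list was also no longer past the threshold without control tumor 5L, J+V tumor 33L or 34L, or mouse 33 or 34 (adjusted p = 0.0501 to 0.0657). CYCS, which encodes cytochrome c, fell from 33.5 ± 8.64 (SD, n = 4) to 17.9 ± 3.38 (SD, n = 4) FPKM, and PMAIP1, a BH3-only gene, from 141.9 ± 35.6 (SD, n = 4) to 84.3 ± 20.1 (SD, n = 4). PMAIP1 lost its call against control without mouse 33 (adjusted p = 0.0514).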

The BCL‐2 family of proteins has shown to influence both the progression and chemotherapeutic response of melanoma 29. Recent studies demonstrated that targeting this family of proteins with small molecule inhibitors such as ABT737 or TW‐37 can effectively trigger apoptosis through the activation of the mitochondrial pathway 29. Also, resistance to BRAF or MEK inhibitors is associated with the induction or persistence of AKT signaling in the presence of these drugs. Concomitant pharmacologic targeting of the MAPK and AKT pathways with BRAF and mTOR inhibitors is synergistic and reverses cross resistance of melanoma cells to BRAF and MEK inhibitors 30. With regard to HDAC1, Bandyopadhyay et al. 31 have shown that histone deacetylase 1 can affect histones but also other proteins, suppressing the transcriptional activity of deacetylated proteins such as p53. Consistently, HDAC1 silencing resulted in enhanced cytotoxicity in metastatic melanoma cells in vitro and in vivo 32. Hence, suppression of survival mechanisms, such as anti‐apoptotic factors, AKT signaling or HDAC activity could contribute to the enhanced anti‐tumoral effect of combined BET and BRAF inhibition. In sum, the improved anti‐tumor activity of the combination observed in vivo may rely on pleiotropic effects on multiple pathways including tumor cell proliferation and survival.

In conclusion, the combination of a BET inhibitor and a BRAF inhibitor has superior therapeutic potential than either drug alone in in vitro and in vivo models of *BRAF‐*mutant melanoma. Phase I and II clinical studies are currently exploring the safety and single agent activity of BET inhibitors in different solid tumors and hematologic malignancies 33, 34.

At the time our experiments were planned and finalized, the BRAF inhibitor Vemurafenib was the only FDA approved targeted treatment for patients with metastatic melanoma harboring the *BRAF* mutation. Recent phase III clinical trials have shown a prolongation in progression‐free survival and overall survival with the combination of a BRAF with an MEK inhibitor 4, 35.

We believe that the combination of BET inhibitors with a BRAF and/or an MEK inhibitor is a promising new strategy that warrants further preclinical and clinical development against *BRAF*‐mutant melanoma tumors.

## Conflicts of Interest

J. Bradner is consultant with stock ownership for Tensha Therapeutics, Acetylon Pharmaceuticals, Shape Pharmaceuticals, Syros Pharmaceuticals, and Agios Pharmaceuticals. All other authors have no potential conflicts of interest.

## Supporting information

**Figure S1.** The combination of JQ1 (J), Vemurafenib (V) and Trametinib (T) is not better than all groups.
**Figure S2.** Treatment of two cell lines with JQ1 (J) + Vemurafenib (V) affects cell cycle in vitro.
**Figure S3.** Apoptosis induced by JQ1 plus Vemurafenib (Vem) is partially caspase dependent.
**Figure S4.** Combination of JQ1 (J) plus Vemurafenib (V) does not significantly affect apoptosis in the xenograft melanoma model (A375).
**Figure S5.** Reduced expression of selected proliferation genes in the xenograft melanoma model (A375).
**Figure S6.** Combined JQ1 (J) plus Vemurafenib (V) treatment significantly impacts transcriptional programs *in vivo*.
**Figure S7.** GSE analysis of genes commonly modulated by JQ1 + Vemurafenib and Vemurafenib alone in tumors resected from mice on day + 5 of treatment.
**Table S1.** In vitro modulation of proteins involved in apoptosis after treatment with JQ‐1 plus/minus Vemurafenib.
**Table S2.** Combination of JQ1 (J) plus Vemurafenib (V) significantly affects tumor volume and survival in the xenograft melanoma model (A375).
**Table S3.** Modulation of apoptotic genes and transcription factors upon treatment with Vemurafenib and JQ1 in a xenograft melanoma model (A375).
**Table S4.** Selected examples of genes found downregulated in the JQ1 (J) + Vemurafenib (V) group versus all other groups in the gene set enrichment analysis from RNA sequencing of resected tumors. Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: BET and BRAF inhibitors act synergistically against BRAF‐mutant melanoma
**Source:** Cancer Med. 2016 May 11;5(6):1183–93. doi: 10.1002/cam4.667
**Supplement:** Supplementary file 1 — Figure S1. The combination of JQ1 (J), Vemurafenib (V) and Trametinib (T) is not better than all groups. Figure S2. Treatment of two cell lines with JQ1 (J) + Vemurafenib (V) affects cell cycle in vitro. Figure S3. Apoptosis induced by JQ1 plus Vemurafenib (Vem) is partially caspase dependent. Figure S4. Combination of JQ1 (J) plus Vemurafenib (V) does not significantly affect apoptosis in the xenograft melanoma model (A375). Figure S5. Reduced expression of selected proliferation genes in the xenograft melanoma model (A375). Figure S6. Combined JQ1 (J) plus Vemurafenib (V) treatment significantly impacts transcriptional programs in vivo. Figure S7. GSE analysis of genes commonly modulated by JQ1 + Vemurafenib and Vemurafenib alone in tumors resected from mice on day + 5 of treatment. Table S1. In vitro modulation of proteins involved in apoptosis after treatment with JQ‐1 plus/minus Vemurafenib. Table S2. Combination of JQ1 (J) plus Vemurafenib (V) significantly affects tumor volume and survival in the xenograft melanoma model (A375). Table S3. Modulation of apoptotic genes and transcription factors upon treatment with Vemurafenib and JQ1 in a xenograft melanoma model (A375). Table S4. Selected examples of genes found downregulated in the JQ1 (J) + Vemurafenib (V) group versus all other groups in the gene set enrichment analysis from RNA sequencing of resected tumors.

**a**

| <b>451Lu</b>    |                     |                            |            |
|-----------------|---------------------|----------------------------|------------|
| <b>Protein</b>  | <b>JQ-1<br/>(J)</b> | <b>Vemurafenib<br/>(V)</b> | <b>J+V</b> |
| <b>HTRA</b>     | 1.0                 | 1.3                        | <b>2.1</b> |
| <b>CYT-C</b>    | 0.9                 | 1.2                        | <b>3.2</b> |
| <b>DR6</b>      | 0.8                 | 1.5                        | <b>4.6</b> |
| <b>FAS-L</b>    | 1.1                 | 1.7                        | <b>5.0</b> |
| <b>CD40</b>     | 1.9                 | 1.1                        | <b>3.5</b> |
| <b>IGFBP6</b>   | 1.0                 | <b>2.4</b>                 | <b>7.3</b> |
| <b>TRAIL-R4</b> | 1.6                 | <b>2.8</b>                 | <b>7.1</b> |

**b**

| <b>A375</b>      |                     |                            |             |
|------------------|---------------------|----------------------------|-------------|
| <b>Protein</b>   | <b>JQ-1<br/>(J)</b> | <b>Vemurafenib<br/>(V)</b> | <b>J+V</b>  |
| <b>CYT-C</b>     | 1.40                | <b>2.07</b>                | <b>2.61</b> |
| <b>FAS-L</b>     | 1.33                | 1.74                       | <b>2.36</b> |
| <b>p27</b>       | 1.54                | 1.99                       | <b>2.88</b> |
| <b>BAD</b>       | 1.14                | 1.19                       | <b>2.66</b> |
| <b>BAX</b>       | 1.18                | 1.44                       | <b>3.68</b> |
| <b>TRAIL-R1</b>  | 1.26                | 1.00                       | <b>3.37</b> |
| <b>TRAIL-R2</b>  | 1.15                | 0.97                       | <b>2.23</b> |
| <b>TRAIL-R3</b>  | 0.80                | 0.70                       | <b>2.25</b> |
| <b>CD40-L</b>    | 1.52                | 1.41                       | <b>2.60</b> |
| <b>TNF-alpha</b> | 1.19                | 1.02                       | <b>2.07</b> |
| <b>TNF-beta</b>  | 1.41                | 1.16                       | <b>2.65</b> |
| <b>STNFR11</b>   | 1.12                | 0.64                       | <b>2.26</b> |
| <b>IGFBP1</b>    | 1.02                | 0.64                       | <b>2.95</b> |
| <b>IGFBP2</b>    | 1.48                | 0.68                       | <b>2.35</b> |

**a**

| <b>Tx 1</b> | <b>Tx 2</b> | <b>p value (weight)</b> |
|-------------|-------------|-------------------------|
| J+V         | control     | 0.022                   |
| J+V         | J           | 0.184                   |
| J+V         | V           | 0.168                   |
| J           | V           | >0.999                  |
| J           | control     | 0.052                   |
| V           | control     | 0.086                   |

**c**

| <b>Tx 1</b> | <b>Tx 2</b> | <b>p value (survival)</b> |
|-------------|-------------|---------------------------|
| J+V         | control     | 0.0001                    |
| J+V         | J           | 0.0026                    |
| J+V         | V           | 0.0005                    |
| J           | V           | 0.9627                    |
| J           | control     | 0.0781                    |
| V           | control     | 0.0775                    |

**b**

| <b>Treatment group</b> | <b>Day +1</b>    | <b>Day +3</b>    | <b>Day +5</b>    | <b>Day +7</b>     | <b>Day +9</b>     | <b>Day +11</b>     | <b>Day +13</b>     | <b>Day +15</b>     | <b>Day +17</b>     |
|------------------------|------------------|------------------|------------------|-------------------|-------------------|--------------------|--------------------|--------------------|--------------------|
| <b>Control</b>         | 144.81<br>±31.49 | 281.21<br>±44.19 | 388.15<br>±90.73 | 442.43<br>±121.38 | 623.97<br>±152.13 | 1006.63<br>±268.18 | 1305.07<br>±308.05 | 1690.46<br>±378.79 | 1976.48<br>±420.22 |
| <b>JQ1 (J)</b>         | 144.74<br>±59.28 | 206.81<br>±61.20 | 220.91<br>±70.17 | 191.43<br>±54.14  | 240.98<br>±91.43  | 572.01<br>±193.59  | 906.53<br>±319.43  | 1195.43<br>±395.39 | 1390.30<br>±391.89 |
| <b>Vemurafenib (V)</b> | 134.56<br>±43.75 | 247.91<br>±74.38 | 299.92<br>±85.81 | 231.22<br>±106.21 | 190.11<br>±101.84 | 397.75<br>±244.71  | 564.15<br>±292.88  | 827.70<br>±450.42  | 1064.15<br>±568.46 |
| <b>J+V</b>             | 136.34<br>±35.02 | 190.01<br>±50.65 | 171.31<br>±61.49 | 102.63<br>±27.15  | 80.16<br>±20.51   | 126.18<br>±18.66   | 185.75<br>±45.22   | 302.02<br>±77.34   | 425.61<br>±131.98  |

Paoluzzi et al. Supplementary Table 3

**a**

| Apoptosis and Survival |                    |         |
|------------------------|--------------------|---------|
| Down-regulated         |                    |         |
| Gene                   | Fold Change (log2) | P value |
| <i>API5</i>            | -0.33              | 0.0064  |
| <i>AKT1</i>            | -0.42              | 0.0014  |
| <i>TGFB1</i>           | -0.46              | 0.0036  |
| <i>BRCA1</i>           | -0.73              | <0.0001 |
| <i>BCL2</i>            | -0.93              | 0.0047  |
| <i>BNIP1</i>           | -0.97              | <0.0001 |
| <i>BIRC5</i>           | -1.79              | <0.0001 |
| <i>HMGB1</i>           | -0.71              | <0.0001 |
| <i>MAP3K5</i>          | -0.60              | 0.0004  |
| <i>MCL1</i>            | -0.49              | <0.0001 |
| <i>APAF1</i>           | -0.46              | 0.0009  |
| <i>BCL2A1</i>          | -0.90              | <0.0001 |
| <i>BCL-XL</i>          | -0.46              | 0.001   |
| <i>HDAC1</i>           | -0.39              | <0.0001 |

**b**

| Transcriptional Regulators |                    |         |               |                    |         |
|----------------------------|--------------------|---------|---------------|--------------------|---------|
| Down-regulated             |                    |         | Up-regulated  |                    |         |
| Gene                       | Fold Change (log2) | P value | Gene          | Fold Change (log2) | P value |
| <i>ARID3B</i>              | -1.23              | <0.0001 | <i>BARX2</i>  | 1.39               | 0.0002  |
| <i>DPF1</i>                | -1.15              | 0.0002  | <i>EHF</i>    | 2.45               | <0.0001 |
| <i>E2F1</i>                | -1.59              | <0.0001 | <i>ID4</i>    | 1.71               | <0.0001 |
| <i>EZH2</i>                | -1.28              | <0.0001 | <i>LEF1</i>   | 1.09               | <0.0001 |
| <i>FOXM1</i>               | -1.38              | <0.0001 | <i>LHX9</i>   | 1.49               | 0.0006  |
| <i>HAND2</i>               | -1.30              | 0.0001  | <i>NFATC2</i> | 1.62               | <0.0001 |
| <i>HMGA1</i>               | -1.23              | <0.0001 | <i>NFE2</i>   | 1.81               | <0.0001 |
| <i>NKX6-1</i>              | -1.23              | 0.0085  | <i>RXRG</i>   | 2.08               | <0.0001 |
| <i>PMF1</i>                | -1.05              | <0.0001 | <i>TBX19</i>  | 1.09               | <0.0001 |
| <i>SERTAD1</i>             | -1.12              | <0.0001 | <i>ZHX2</i>   | 1.08               | 0.0001  |
| <i>SREBF2</i>              | -1.10              | <0.0001 | <i>ZNF334</i> | 1.28               | <0.0001 |

Paoluzzi et al. Supplementary Table 4

| Category                      | Gene Down-Regulated | Fold Change | p value |
|-------------------------------|---------------------|-------------|---------|
| <b>p53 pathway/cell cycle</b> | <i>CCNE1</i>        | -2.09       | <0.0001 |
|                               | <i>CCNE2</i>        | -2.19       | <0.0001 |
|                               | <i>CHEK1</i>        | -2.09       | <0.0001 |
| <b>cell cycle: other</b>      | <i>CDC25C</i>       | -2.26       | <0.0001 |
|                               | <i>PTTG1</i>        | -2.65       | <0.0001 |
|                               | <i>CCNA2</i>        | -2.95       | <0.0001 |
|                               | <i>E2F1</i>         | -3.02       | <0.0001 |
|                               | <i>MUD2L1</i>       | -2.23       | <0.0001 |
|                               | <i>BUB1</i>         | -2.6        | <0.0001 |
| <b>DNA replication</b>        | <i>PRIM1</i>        | -2.21       | <0.0001 |
|                               | <i>LIG1</i>         | -2.46       | <0.0001 |
|                               | <i>FEN1</i>         | -2.04       | <0.0001 |
|                               | <i>MCM2</i>         | -2.16       | <0.0001 |
| <b>Cancer</b>                 | <i>PGF</i>          | -3.28       | 0.0007  |
|                               | <i>WNT9A</i>        | -3.74       | <0.0001 |
|                               | <i>BIRC5</i>        | -3.46       | <0.0001 |

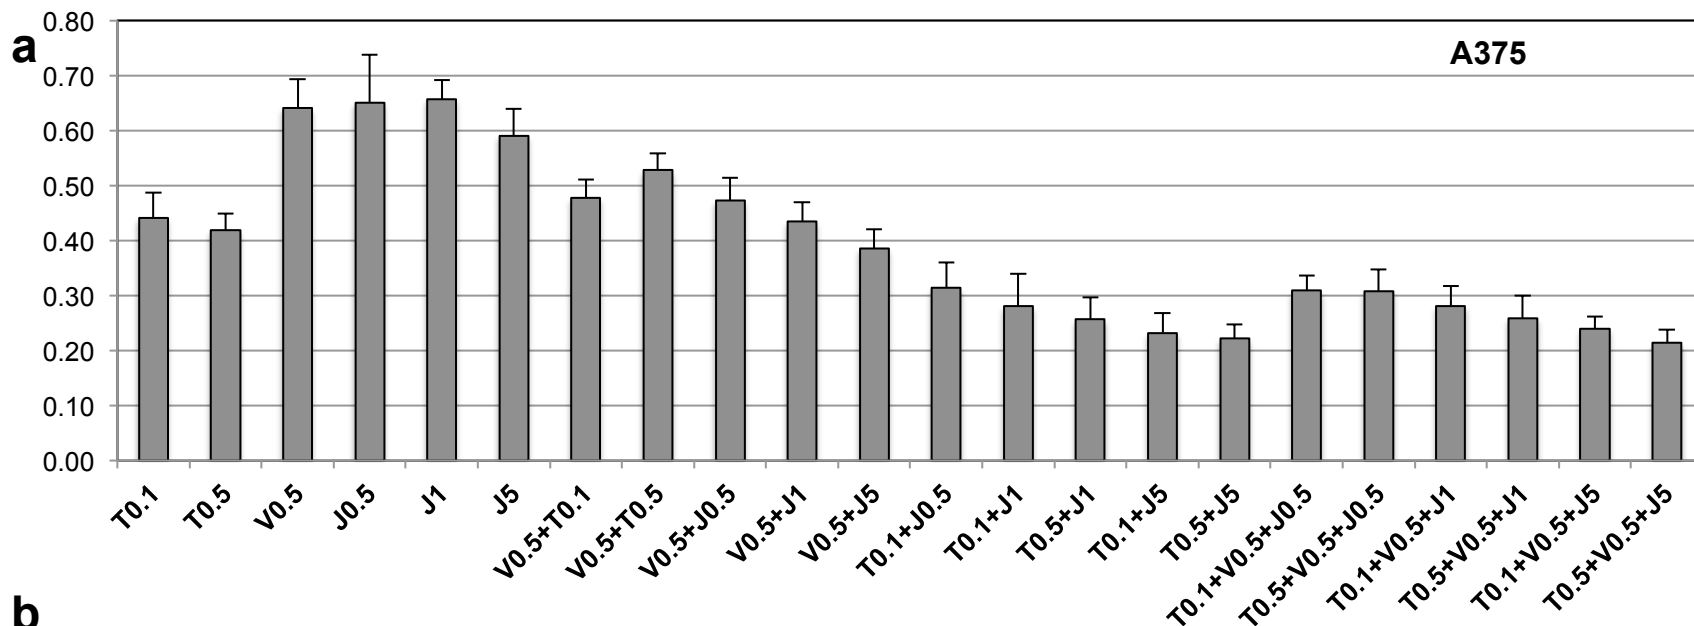[illegible]

**a**

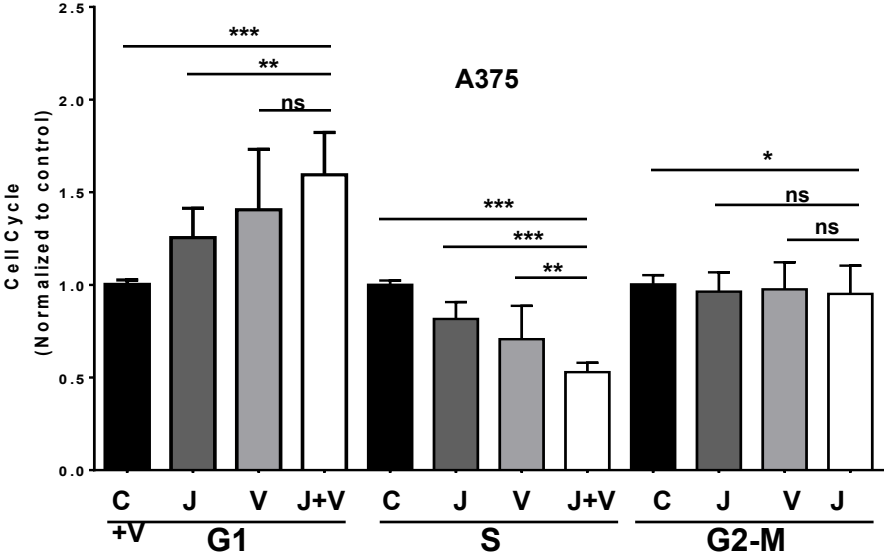

**b**

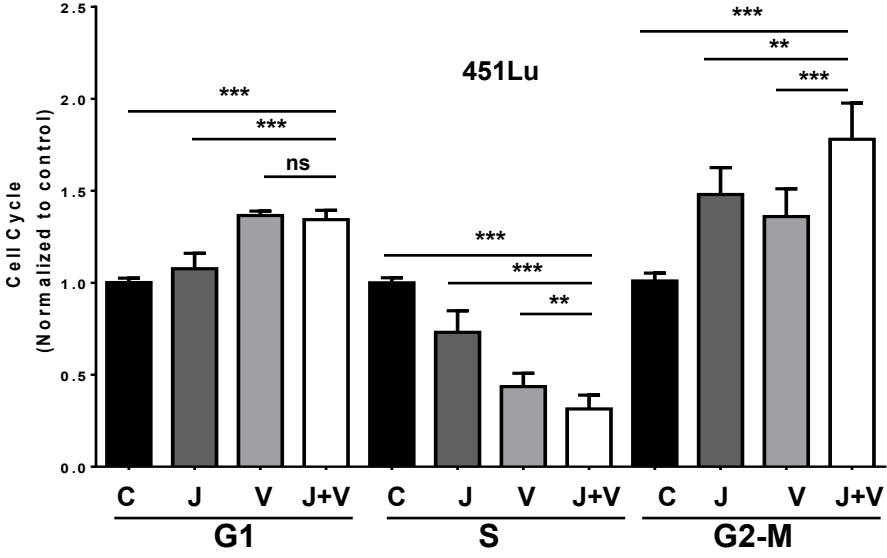

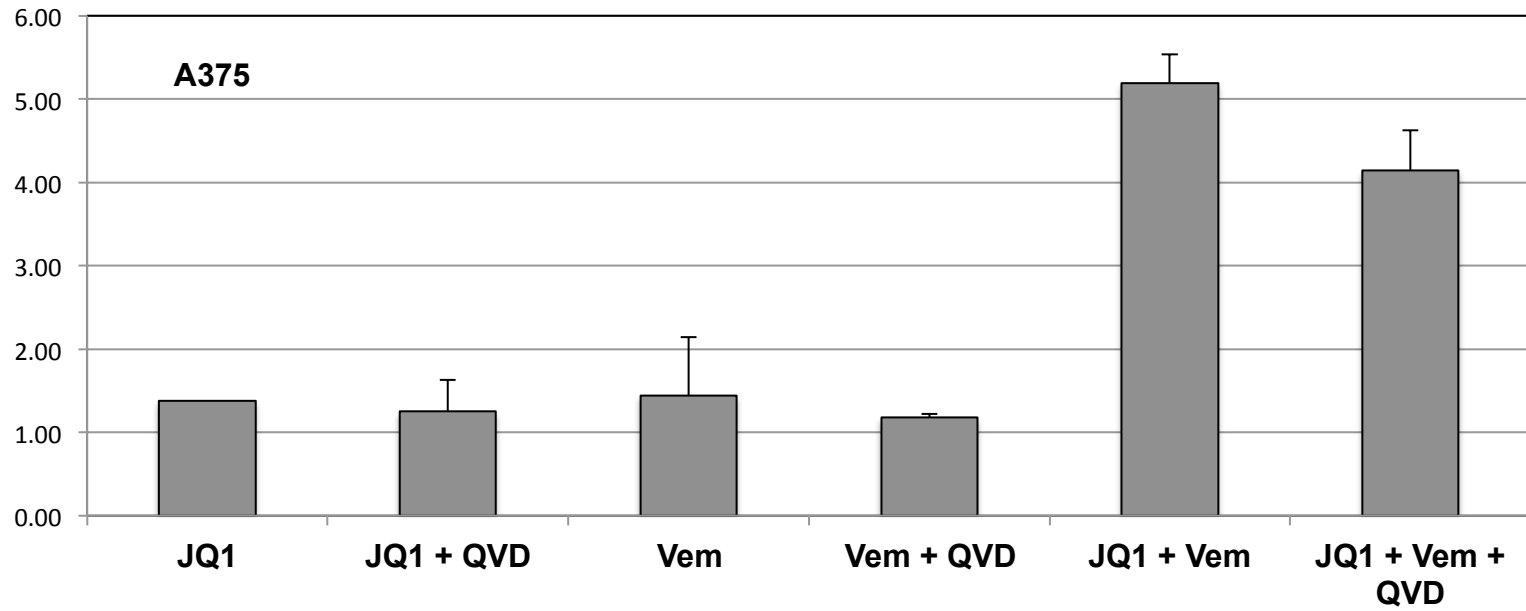

Paoluzzi et al. Supplementary Figure 4

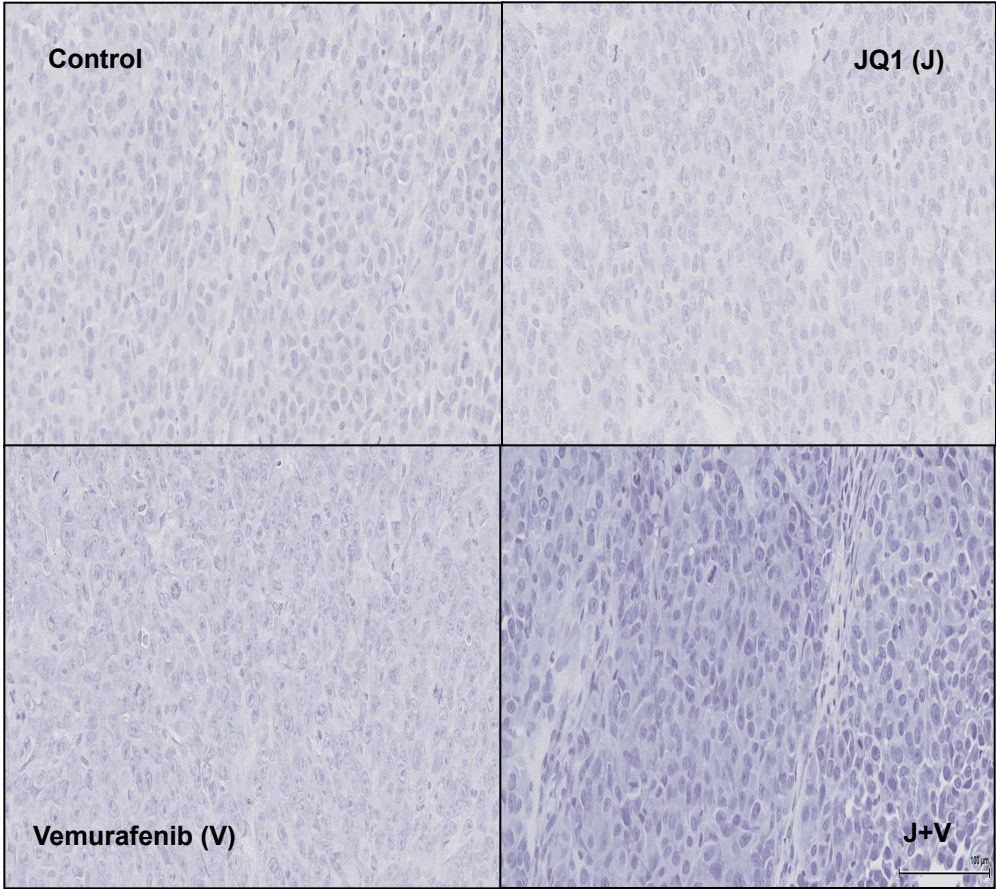

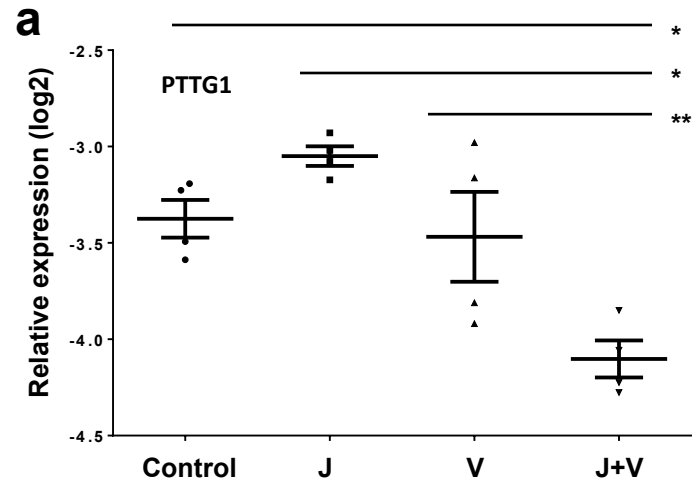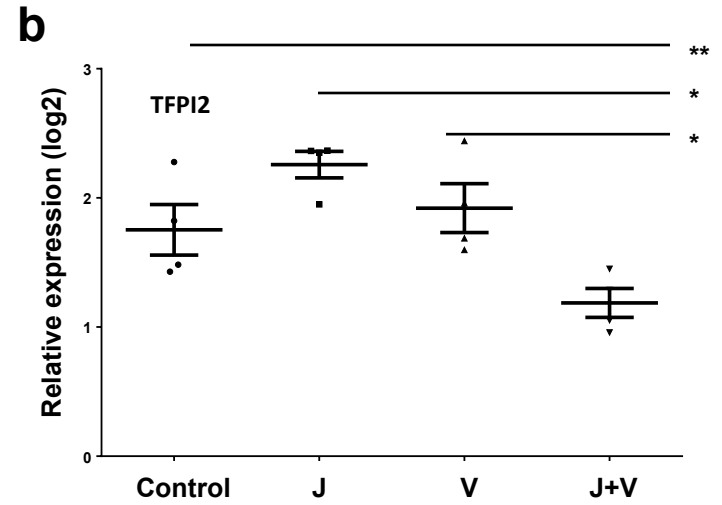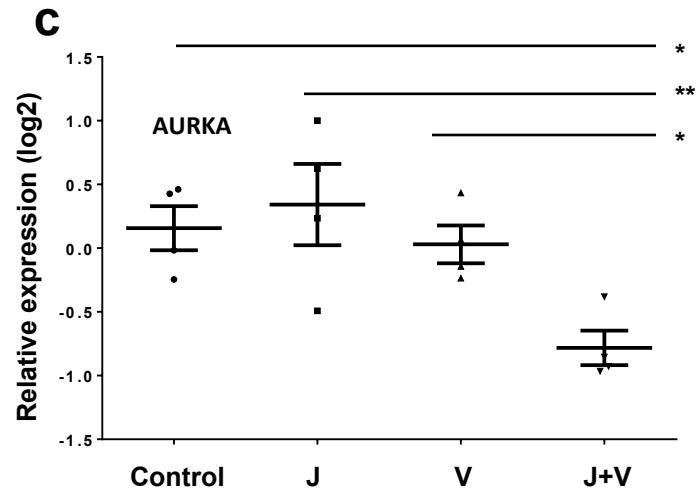

Paoluzzi et al. Supplementary Figure 6

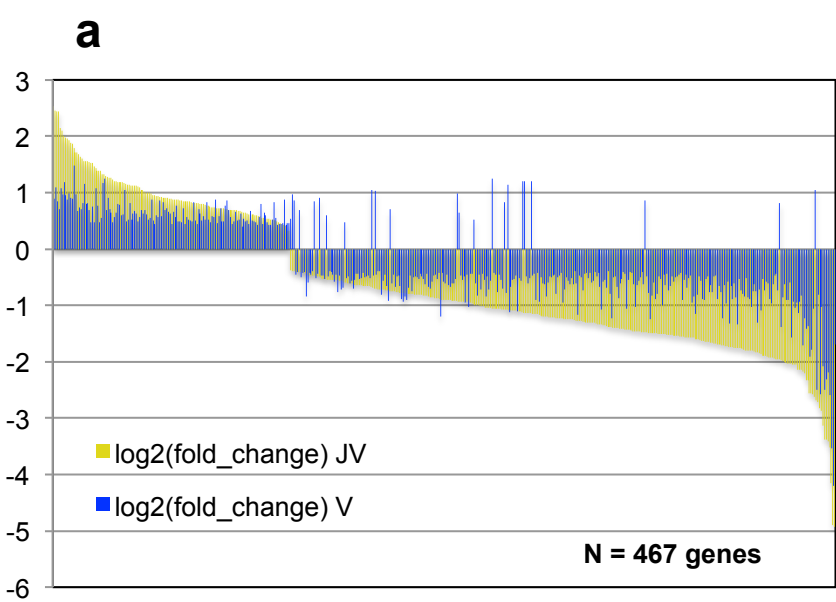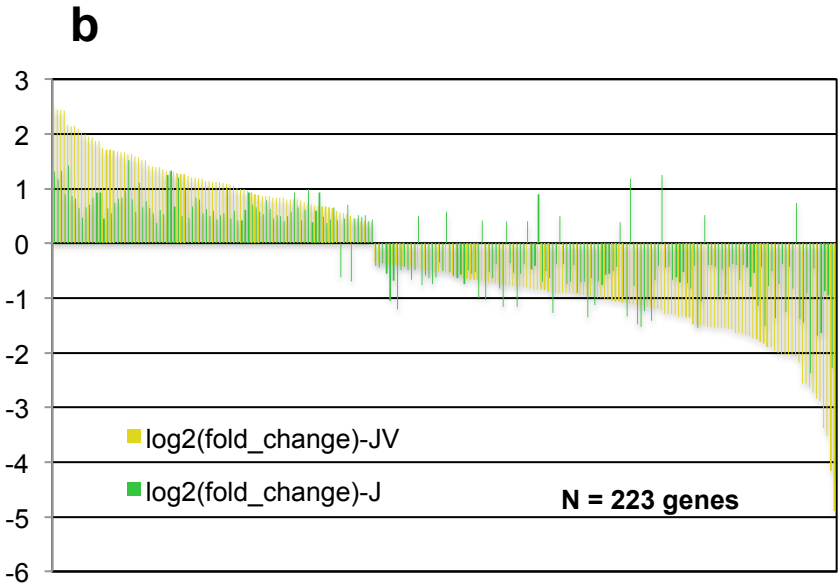

Paoluzzi et al. Supplementary Figure 7

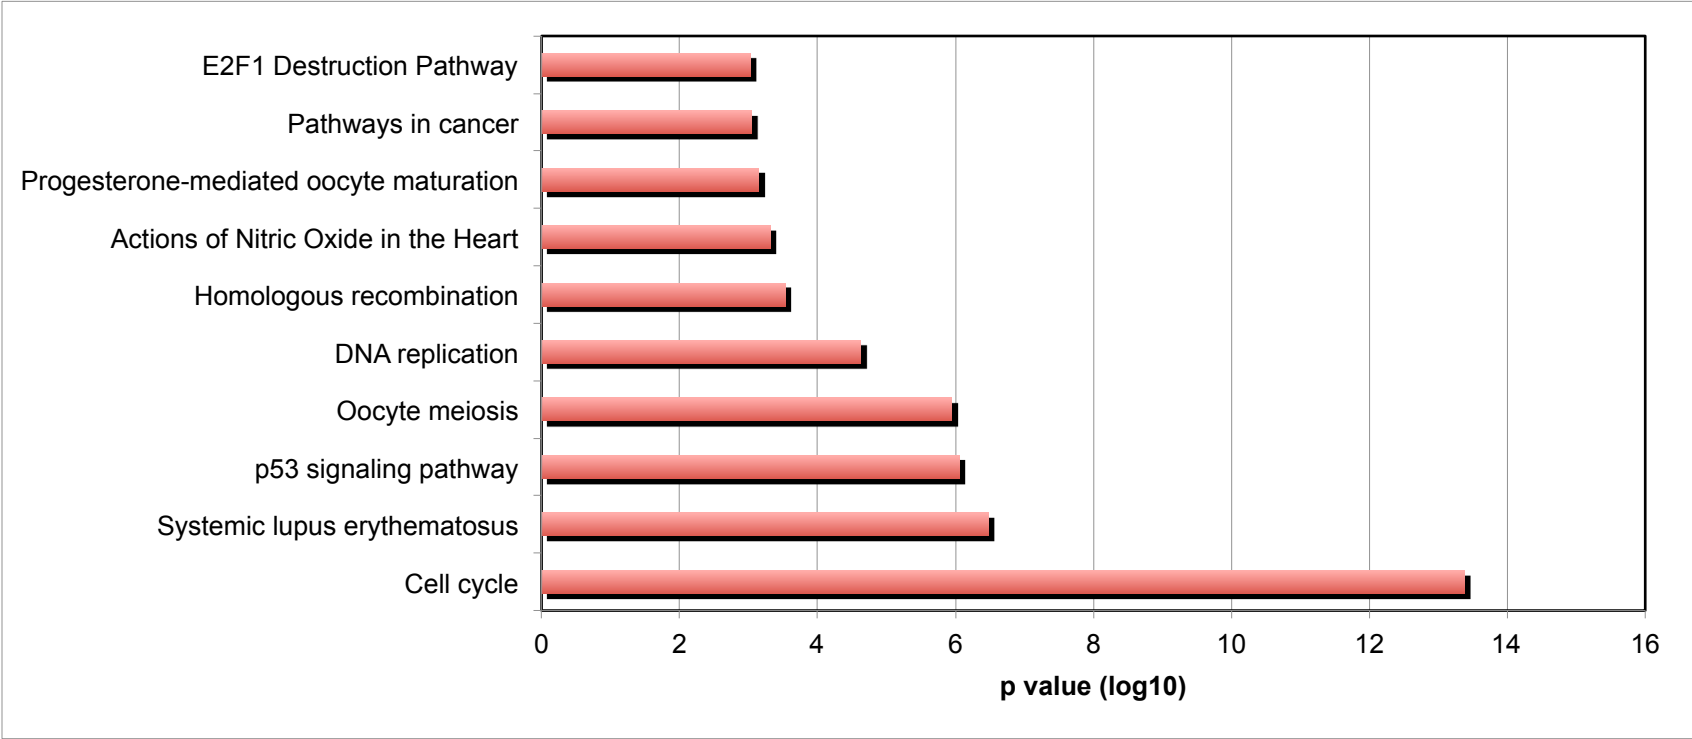

**Supplementary Table 1: In vitro modulation of proteins involved in apoptosis after treatment with JQ-1 plus/minus Vemurafenib.** Two independent experiments in duplicate were performed for each cell line after treatment for 48h with DMSO (control), JQ1 (500nM), Vemurafenib (500nM for A375, 1uM for 451Lu) or their combination. Ratios of averages are shown after normalization to each correspondent control group for more differentially expressed proteins. Ratio > 2 defines significant overexpression (in bold), < 0.65 down-regulation, as per manufacturer.

**Supplementary Table 2. Combination of JQ1 (J) plus Vemurafenib (V) significantly affects tumor volume and survival in the xenograft melanoma model (A375).** (a) Weight analysis on day +9 (day+8 was last day of treatment) with comparison among all groups. . (b) Tumor volumes with standard deviations for all groups at each time point are shown. (c) Survival analysis with all comparisons related to the last day of experiment (day+29). All significance testing was done at the  $p < 0.05$  level. Tx=treatment

**Supplementary Table 3. Modulation of apoptotic genes and transcription factors upon treatment with Vemurafenib and JQ1 in a xenograft melanoma model (A375).** Examples of apoptotic genes (a) and transcriptional regulators (b) from the RNA sequencing data that are significantly down- or up-regulated in JQ1 + Vemurafenib group compared to all other groups are shown.

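Table S3 gives a log2 fold change for examples, chosen by the study, of genes that changed in the J+V group against all other groups. The reference of the fold change is not given in the sources used here, and control is taken here. All 14 apoptotic regulators of its first part were lower in J+V than in control tumors here (also 14 when adjusted over the list alone), with a median log2 fold change of -0.54. Of them, 12 were also lower than in J (13 when adjusted over the list alone) and 3 lower than in V (8 when adjusted over the list alone). The kinase gene MAP3K5 fell from 2.29 ± 0.600 (SD, n = 4) to 1.42 ± 0.165 (SD, n = 4) FPKM between control and J+V tumors, and BNIP1 from 15.1 ± 2.77 (SD, n = 4) to 7.78 ± 1.30 (SD, n = 4). MAP3K5 lost its call without control tumor 5L (adjusted p = 0.100), without mouse 2 (adjusted p = 0.0570) and without mouse 34 (adjusted p = 0.0685). API5, an inhibitor of apoptosis, lost its call under 12 of 38 other settings, among them mouse means (adjusted p = 0.0878) and quantile normalization (adjusted p = 0.176), with adjusted p of up to 0.261. BCL2A1, an anti-apoptotic gene of the BCL2 family, had a log2 fold change of -0.78 (standard error 0.292, adjusted p = 0.0487 from limma). BCL2A1 lost its call under 25 of 38 other settings, with adjusted p of up to 0.271. Of the transcriptional regulators of the second part, the lower ones had a median log2 fold change of -1.0 and the higher ones that were measured one of 1.17. Against J, 10 of the lower ones (11 when adjusted over the list alone) and 7 of the higher ones (also 7 when adjusted over the list alone) passed. Against V, 9 (10 when adjusted over the list alone) and 7 (also 7 when adjusted over the list alone) did. The study chose these genes on the same tumors, so the counts are not independent evidence. EHF, LHX9 and ZHX2 reached an FPKM of 1 in 3, 1 and 2 tumors, fewer than the 4 needed, and were not tested. LHX9 was at 0.306 ± 0.0415 (SD, n = 4) FPKM in control and 0.816 ± 0.236 (SD, n = 4) in J+V tumors, ZHX2 at 0.514 ± 0.122 (SD, n = 4) and 1.12 ± 0.411 (SD, n = 4).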

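Table S4 gives a fold change, with a minus sign, for examples of genes that were lower in the J+V group than in all other groups, sorted by gene set. Its reference is not given in the sources used here either, and control is taken here. Of its genes, 14 were measured here and all were lower in J+V than in control tumors (also 14 when adjusted over the list alone), with a median log2 fold change of -1.14. All 14 were lower than in J (also 14 when adjusted over the list alone) and 13 lower than in V (14 when adjusted over the list alone). The list was chosen by the study on these tumors, so this is not independent evidence. The flap endonuclease gene FEN1 fell from 32.8 ± 2.04 (SD, n = 4) to 16.1 ± 2.36 (SD, n = 4) FPKM and the primase gene PRIM1 from 31.9 ± 5.23 (SD, n = 4) to 15.7 ± 5.00 (SD, n = 4). BUB1, a kinase of the mitotic checkpoint, had a log2 fold change of -1.27 (standard error 0.206, adjusted p = 0.000407 from limma). WNT9A, a Wnt ligand, fell from 1.38 ± 0.345 (SD, n = 4) to 0.345 ± 0.0904 (SD, n = 4) FPKM. PGF, a growth factor of the VEGF family, reached an FPKM of 1 in 1 tumor and was not tested, with 0.682 ± 0.470 (SD, n = 4) in control and 0.191 ± 0.0691 (SD, n = 4) in J+V tumors. The symbol MUD2L1 of the table was not matched to a gene here.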

**Supplementary Table 4.** Selected examples of genes found down-regulated in the JQ1 (J) + Vemurafenib (V) group versus all other groups in the gene set enrichment analysis from RNA sequencing of resected tumors.

**Supplementary Figure 1. The combination of JQ1 (J), Vemurafenib (V) and Trametinib (T) is not better than all groups.** A375 cells were treated for 48h with either JQ1 at 0.5uM, 1uM or 5uM plus or minus Vemurafenib at 0.5uM plus or minus Trametinib at 0.1uM or 0.5uM. Comparisons among all groups with correspondent p values after detection of a cytotoxicity assay are shown. NS=not significant.

**Supplementary Figure 2. Treatment of two cell lines with JQ1 (J) + Vemurafenib (V) affects cell cycle in vitro.** Cell cycle analysis after 12h of exposure to J at 500nM, V at 1uM or both in A375 and 451Lu cells. Significant decrease in S-phase fraction is noted in both cell lines. \*p=0.01-0.05, \*\*p=0.001-0.01, \*\*\*p<0.001. Error bars represent mean +/- SD.

**Supplementary Figure 3. Apoptosis induced by JQ1 plus Vemurafenib (Vem) is partially caspase dependent.** A375 cells were treated for 48h with either JQ1 at 500nM, Vemurafenib at 1uM or the combination. Percentages of apoptotic cells are normalized to controls. Error bars represent mean +/- SD.

**Supplementary Figure 4. Combination of JQ1 (J) plus Vemurafenib (V) does not significantly affect apoptosis in the xenograft melanoma model (A375).** Tunel assay was performed on tumors resected on day+5. Purple color represent hematoxylin staining (darker staining for J+V group is related to sample processing). No significant apoptosis (brown color) is noted through all groups.

**Supplementary Figure 5. Reduced expression of selected proliferation genes in the xenograft melanoma model (A375).** RT-PCR of genes selected for validation of RNA sequencing data from A375 tumors treated with JQ1 (J), Vemurafenib (V) or the combination in the *in vivo* experiment. Significant less expression of *PTTG1* (A), *TFPI2* (B) and *AURKA* (C) genes is noted in the J+V group compared to other groups. Four tumors in each group with three replicates for each tumor were analyzed. \*p=0.01-0.05, \*\*p=0.057

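The fold changes with V or J and with J+V are measured against the same 4 control tumors, which gives them a common part without any effect of the drugs. Among the genes changed in J+V, 94.3% had the same direction with V and 80.9% with J, where simulated unchanged groups with shared controls gave 78.9% and 79.0%. The simulated genes were the 4979 with the smallest p and no effect, so they were picked by noise alone. This baseline can be too high for genes that J+V changed. The share for J therefore does not decide whether J and J+V have changes in common. The covariance across genes of the log2 fold changes was 0.129 for V and J+V, against 0.0674 in the simulation, a difference of 0.0616. For J and J+V it was 0.104, against 0.0670, a difference of 0.0368. With control mouse 2 used for V and mouse 5 for J+V, 89.0% of 372 genes at an unadjusted p below 0.01 in both had the same direction, and with the mice exchanged 96.6% of 175. For J these shares were 91.1% of 168 genes and 85.5% of 83. Among the genes changed in J+V, the shares with the control mice split in this way were 81.5% of 3499 genes and 79.3% of 4647 for V, and 66.7% and 62.1% for J. At that p, 276 genes were higher and 308 lower in both V and J+V, and for J and J+V 174 were higher and 55 lower in both. The unadjusted p, and the measures over the genes changed in J+V and over all genes, were chosen after seeing the data.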

**Supplementary Figure 6: Combined JQ1 (J) plus Vemurafenib (V) treatment significantly impacts transcriptional programs *in vivo*.** Fold change for modulated genes shared by V and J+V treated tumors (a) or J and J+V treated tumors (b) versus control.

**Supplementary Figure 7: GSE analysis of genes commonly modulated by JQ1+Vemurafenib and Vemurafenib alone in tumors resected from mice on day+5 of treatment.** Genes included in each category are significantly down-regulated by both treatments (J alone and J+V, or V alone and J+V) with the combined treatment significantly exacerbating the extent of modulation compared to Vemurafenib alone. Tumors were resected from mice on day +5 of treatment.

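The medians of proliferation lists were below control in V tumors. At the preset correlation these lists passed in cameraPR (adjusted p = 4.36e-15 for G1/S, 8.72e-12 for G2/M, 3.04e-15 for DNA replication and 1.33e-25 for histone genes). With an estimated correlation they did not pass. In V tumors the median log2 fold change against control was -0.33 in DNA replication genes (20 lower when adjusted over the list alone) and -0.56 in histone genes (42 lower when adjusted over the list alone). In G1/S genes it was -0.35, with none lower when adjusted over the list alone, and in G2/M genes -0.31 (adjusted p = 0.239 with an estimated correlation). In J tumors the medians were -0.08 in DNA replication, -0.15 in histone, -0.09 in G1/S and -0.1 in G2/M genes. No gene of these was called when adjusted over the list alone. These lists passed in cameraPR at the preset correlation (adjusted p = 0.00023, 7.99e-06, 5.15e-05 and 1.62e-05). With an estimated correlation they did not (0.529 for G2/M and 0.466 for each other list). Base excision repair genes had a median of -0.19 in V and -0.02 in J tumors against control. That list also passed in cameraPR only at the preset correlation (adjusted p = 3.52e-05 in V and 0.021 in J). With an estimated correlation it had 0.112 and 0.466. Against V, 17 of the DNA replication genes were lower in J+V (23 when adjusted over the list alone), with a median log2 fold change of -0.44. The same held for 5 base excision repair genes (9 when adjusted over the list alone), with a median of -0.22. CDC45, a factor of the replicative helicase, had an FPKM of 13.7 ± 1.71 (SD, n = 4) in control, 12.3 ± 1.30 (SD, n = 4) in J, 8.45 ± 2.57 (SD, n = 4) in V and 4.62 ± 1.98 (SD, n = 4) in J+V tumors. In V against control, adjusted p = 0.0629 with an estimated correlation for DNA replication and histone genes and 0.105 for G1/S genes. In J+V against V, adjusted p = 0.0691 with an estimated correlation for DNA replication and 0.185 for base excision repair.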

# Supplementary material for: BET and BRAF inhibitors act synergistically against BRAF‐mutant melanoma
**Source:** Cancer Med. 2016 May 11;5(6):1183–93. doi: 10.1002/cam4.667
**Supplement:** Supplementary file 2

**Supplementary Table 1:** **In vitro modulation of proteins involved in apoptosis after treatment with JQ-1 plus/minus Vemurafenib.** Two independent experiments in duplicate were performed for each cell line after treatment for 48h with DMSO (control), JQ1 (500nM), Vemurafenib (500nM for A375, 1uM for 451Lu) or their combination. Ratios of averages are shown after normalization to each correspondent control group for more differentially expressed proteins. Ratio > 2 defines significant overexpression (in bold), < 0.65 down-regulation, as per manufacturer.

**Supplementary Table 2. Combination of JQ1 (J) plus Vemurafenib (V) significantly affects tumor volume and survival in the xenograft melanoma model (A375).** (a) Weight analysis on day +9 (day+8 was last day of treatment) with comparison among all groups. (b) Tumor volumes with standard deviations for all groups at each time point are shown. (c) Survival analysis with all comparisons related to the last day of experiment (day+29). All significance testing was done at the p<0.05 level. Tx=treatment

**Supplementary Table 3. Modulation of apoptotic genes and transcription factors upon treatment with Vemurafenib and JQ1 in a xenograft melanoma model (A375).** Examples of apoptotic genes (a) and transcriptional regulators (b) from the RNA sequencing data that are significantly down- or up-regulated in JQ1 + Vemurafenib group compared to all other groups are shown.

**Supplementary Table 4.** Selected examples of genes found down-regulated in the JQ1 (J) + Vemurafenib (V) group versus all other groups in the gene set enrichment analysis from RNA sequencing of resected tumors.

**Supplementary Figure 1. The combination of JQ1 (J), Vemurafenib (V) and Trametinib (T) is not better than all groups.** A375 cells were treated for 48h with either JQ1 at 0.5uM, 1uM or 5uM plus or minus Vemurafenib at 0.5uM plus or minus Trametinib at 0.1uM or 0.5uM. Comparisons among all groups with correspondent p values after detection of a cytoxicity assay are shown. NS=not significant.

**Supplementary Figure 2. Treatment of two cell lines with JQ1 (J) + Vemurafenib (V) affects cell cycle in vitro.** Cell cycle analysis after 12h of exposure to J at 500nM, V at 1uM or both in A375 and 451Lu cells. Significant decrease in S-phase fraction is noted in both cell lines. *p=0.01-0.05, **p=0.001-0.01, ***p<0.001. Error bars represent mean +/- SD.

**Supplementary Figure 3. Apoptosis induced by JQ1 plus Vemurafenib (Vem) is partially caspase dependent.** A375 cells were treated for 48h with either JQ1 at 500nM, Vemurafenib at 1uM or the combination. Percentages of apoptotic cells are normalized to controls. Error bars represent mean +/- SD.

**Supplementary Figure 4. Combination of JQ1 (J) plus Vemurafenib (V) does not significantly affect apoptosis in the xenograft melanoma model (A375).** Tunel assay was performed on tumors resected on day+5. Purple color represent hematoxylin staining (darker staining for J+V group is related to sample processing). No significant apoptosis (brown color) is noted through all groups.

**Supplementary Figure 5. Reduced expression of selected proliferation genes in the xenograft melanoma model (A375).** RT-PCR of genes selected for validation of RNA sequencing data from A375 tumors treated with JQ1 (J), Vemurafenib (V) or the combination in the *in vivo* experiment. Significant less expression of *PTTG1* (A), *TFPI2* (B) and *AURKA* (C) genes is noted in the J+V group compared to other groups. Four tumors in each group with three replicates for each tumor were analyzed. *p=0.01-0.05, **p=0.057

**Supplementary Figure 6: Combined JQ1 (J) plus Vemurafenib (V) treatment significantly impacts transcriptional programs *in vivo*.** Fold change for modulated genes shared by V and J+V treated tumors (a) or J and J+V treated tumors (b) versus control.

**Supplementary Figure 7: GSE analysis of genes commonly modulated by JQ1+Vemurafenib and Vemurafenib alone in tumors resected from mice on day+5 of treatment.** Genes included in each category are significantly down-regulated by both treatments (J alone and J+V, or V alone and J+V) with the combined treatment significantly exacerbating the extent of modulation compared to Vemurafenib alone. Tumors were resected from mice on day+5 of treatment.

How the deposited data were processed for this re-analysis (not part of the article)

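The values analysed are the FPKM that the authors computed and deposited for 23260 gene symbols in 16 tumors. The sample labels name bcl2fastq, TopHat and Cufflinks for the steps before deposit, without versions, and the paper names TopHat2 and the human genome build hg19. The annotation used by the authors, and any step that removes reads of the mouse host, are not given in the sources used here. Reads and read counts are not used here.
To each deposited FPKM 0.5 was added and the log2 taken. Genes with an FPKM of at least 1 in at least 4 of the 16 tumors were kept, which left 13426. They were fitted in R 4.3.3 with limma 3.58.1 (moderated t tests with a mean-variance trend), with a term for each of the 4 groups and the mouse as a block, on 12 residual degrees of freedom. All adjusted p values of genes come from limma and are Benjamini-Hochberg adjusted over the genes kept. Those given as adjusted over the list alone are adjusted over the members of a list. The comparisons are J+V, J and V against control, J+V against J and V, the departure of J+V from the sum of J and V, and J against V. The study's thresholds are a fold above 2, p below 0.01 and FDR below 0.1.
Lists of genes were tested with cameraPR of limma at a preset correlation of 0.01 between genes, and again with a correlation estimated from the residuals of each list. The adjusted p of lists is Benjamini-Hochberg adjusted over the 26 lists with at least 2 measured members. These include the 4 lists from Tables S3 and S4, which the study chose on these tumors. Their small p values lower the adjusted p of the other lists. Adjustment without them was not run, so list values just under 0.05 may not pass it. Of 30 lists, 26 cover the cell cycle, DNA replication and repair, histones, p53 targets, apoptosis, the antibody array, MAPK and BET responses, melanocyte states, angiogenesis, cholesterol synthesis, interferon, hypoxia, immediate early genes and markers of 7 other cell types. The 4 others are the genes of Tables S3 and S4.
Genes are named in the text by a rule. It takes every gene the paper names for the RNA sequencing of the tumors, including Tables S3 and S4. For J+V, J and V against control it takes the 8 higher and the 8 lower genes with the largest change among those past the threshold with a mean FPKM of at least 5 and no overlap between the tumors of the groups, and for the departure from additivity 5 per direction. From each list it takes the 3 members with the largest change past the threshold in J+V against control, and MKI67, MYC, HEXIM1, SERPINI1 and DUSP6 in any case. The values in the paper's tables had been seen when the rule was written. ANGPT1, RAD50, ZMAT3, NEIL1, MITF, COL1A1 and the measured markers of rarely measured cell types fall outside the rule and were chosen after their values were seen. Some genes that the rule names are not reported here.
The alternatives tried are a pseudocount of 0.1 or 1, no filter, a mean FPKM of at least 5, a common sum per tumor (TPM), upper quartile scaling, quantile normalization, no mouse block, the mean of each mouse's tumors, only the groups compared, J+V against the mean of the other groups (for the genes of Tables S3 and S4), the flank as a term, robust moderation, an estimated correlation, the ratio of mean FPKM, no fold threshold, split control mice, and leaving out each tumor and each mouse. The thresholds, lists, rule and these alternatives were set before the data were examined. Tables were made with data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9. Gene positions are from GENCODE v44 lifted to GRCh37, in which 119 of the 122 named genes were matched once.
In a test on simulated data, drawn from a normal distribution with the mean and spread of each gene and with a known change in 200 genes of J+V, the J+V comparison recovered 43 of 67 genes changed 1.5-fold (64.2%), 59 of 67 changed 2-fold (88.1%) and 65 of 66 changed 4-fold (98.5%). Of its 177 calls, 10 were genes left unchanged.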

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

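The tests of RNA of other cell types, of RNA of host immune cells, of single-drug effects that add up and of chance differences between mice were chosen after the results were seen, as were the list tests of the departure from additivity and of J against V.

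Cholesterol synthesis genes, of which the paper reports on SREBF2 alone, were lower in J+V than in control tumors, with a median log2 fold change of -0.95 over 20 genes. A scaling of FPKM set by short RNAs would need the median to come near 0 under other scalings, and the nearest of 3 was -0.91. A single mouse would need the median to come near 0 without it, and the nearest was -0.779, without mouse 2. RNA of other cell types in place of tumor RNA would lower tumor genes alike. The 7 melanocyte differentiation genes measured had a median above 0 under each scaling (lowest 0.179, with a common sum per tumor). These genes may themselves respond to the drugs (median 0.39 in J+V against control), which could hide a dilution, so they do not decide. The values under other scalings and without each mouse argue against the scaling and against a single mouse as the whole cause. Other rows go with some RNA of other cell types. In J+V against control, 3 of 8 fibroblast markers and the 2 muscle markers measured were higher. Of 16 genes of dedifferentiated melanoma, 10 were lower and 1 was higher (median -0.61). The measured markers of the remaining cell types did not pass. RNA of other cell types therefore stays open as a cause. A lower expression of cholesterol synthesis genes in tumor cells given both drugs may be a biological explanation. This is a hypothesis found on the same data and was not itself tested.

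Interferon response genes, which the paper does not report on, differed between the single drugs, with a median log2 fold change of -0.96 for J against V over 26 genes. In J+V 15 were lower than in V, and 6 without mouse 19, and the list had adjusted p = 0.116 with an estimated correlation. For J+V against V the median nearest to 0 was -0.762 under other scalings and -0.727 without each mouse, which argues against the scaling and against a single mouse. Chance differences between mice stay open, which leaving out a mouse does not address. Relative to the control mean, the list mean was -0.444 and -0.436 in the tumors of control mouse 2. It was 0.36 and 0.52 in those of control mouse 5. RNA of host immune cells also stays open, since 2 of 11 myeloid markers passed the filter, LYZ and CD68. Which cells the RNA comes from could not be tested.

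The medians of G1/S, G2/M and histone genes fell further in J+V than the sum of the falls with the single drugs. Effects that add up on the log2 scale remain possible for the G1/S and G2/M genes, whose departure did not pass with an estimated correlation. That of the histone genes passed, with the smallest adjusted p of the 3 lists (0.0491). Of 100 relabellings of the 16 tumors, 12, the real one included, gave a median departure as low over the 3 lists (-0.712 with the real labels and -1.082 as the lowest other). These do not decide, since the departure followed where the J+V tumors were placed (r = -0.836 over 99 relabellings). Of 100 permutations of the residuals of an additive fit among the 8 mice, 7, the real one included, were as low (lowest other -0.758), so chance differences between mice cannot be excluded. Additive effects and an added effect of the combination cannot be told apart for these lists, as 2 mice per group are few.

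Melanocyte differentiation genes were higher in J+V than in control tumors (median log2 fold change 0.39). The 15 hypoxia and glycolysis genes had a median of -0.34 in J against control. None of them passed the threshold over all genes, and 6 were lower when adjusted over the list alone. The paper does not report on these genes.

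Chance alone was examined with other splits of the tumors. The real split was the 1 with the most genes of 35 for J+V against control (4979, highest other 1357), J against J+V (3628, highest other 1), V against J+V (1786, highest other 3), genes lower in J+V than in control (2756, highest other 779) and the study's thresholds (514, highest other 237), so chance can be excluded for tumors taken as exchangeable. With the tumors of each mouse kept together there are 3 splits, too few for a share under 0.05 (4979 for J+V against control, highest other 1). In 100 relabellings of the 16 tumors chance can be excluded on the same terms for genes changed only by J+V (4979, highest other 1433), lower than in every other group (918, highest other 0) and higher than in every other group (489, highest other 1). For J against control limma called 0 genes (1140 at an unadjusted p below 0.05), and the highest other split called 1. For V against control limma called 0 genes (2160 at an unadjusted p below 0.05) and the highest other split 562, with tumors 2L, 5L, 16R and 19L on one side. What set these tumors apart was not tested. The departure from additivity had 0 genes in limma (1693 at an unadjusted p below 0.05) and 2084 in the highest relabelling, which put 3 of the 4 J+V tumors under the label J. No count lies below 0, so all 35 splits for J and for V and all 100 relabellings for the departure were as large, and they decide nothing about chance. For the number of lists past the threshold chance cannot be excluded (17, highest other 18), as 6 of 35 splits were as large.

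For 26 of 464 groups of 4 tumors (5.6%), over 22 named genes, 1 tumor lay far from the other 3, with a gap to the nearest, as a share of the range, above Dixon's 95% critical value for 4 samples. Chance gives this in about 1 in 20 groups. Control tumor 5R stood apart for 6 genes. It was the highest for SNORD58B (1 of the range), ZCCHC24 (0.867), PDGFRB (0.891), DUSP6 (0.887) and AKT1 (0.862), and the lowest for STARD4 (0.87). Among other control tumors, 2R was the lowest for BCL2A1 (0.871), and 5L the lowest for MYC (0.88) and NKX6-1 (0.972). Among J tumors, 26R was the highest for MGP (0.861), and 26L the lowest for BIRC5 (0.831), PDGFRB (0.909) and E2F1 (0.852). J tumor 29R was the lowest for MCM4 (0.871) and the highest for NKX6-1 (0.906), and 29L the highest for BARX2 (0.962). Among V tumors, 19R was the highest for PCNA (0.904) and TNFRSF10A (0.926), 16L the lowest for RAB27A (0.893) and the highest for PDGFRB (0.859), and 16R the highest for API5 (0.843). Among J+V tumors, 33R was the lowest for CYCS (0.879) and the highest for BARX2 (0.862), 33L the lowest for MYH1 (0.972) and BCL2L1 (0.858), and 34L the lowest for NFE2 (0.892).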

How the results depend on the processing

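The unadjusted p below 0.01 for shared genes, the list tests of the departure from additivity and of J against V, and the exact permutation of list medians were chosen after the data were seen. Over 40 settings, 451 of 544 counts stayed within 1.5 times their value and 93 moved. Of 4310 values of 118 named genes, 4124 kept their direction and their side of the threshold, 168 (32 genes) were no longer past it, 2 came past it, 5 (3 genes) reversed and 11 without a test moved. Of 114 named genes past the threshold, 82 were past it under every setting run. Of 960 values of 26 lists, 902 kept direction and side, 26 (6 lists) were no longer past the threshold, 18 (5 lists) came past it and 14 (5 lists) reversed. For every change below the cause was not tested, unless fewer tumors or genes are named.

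With a common sum per tumor, 4726 genes were lower in J+V than in control, 2884 differed between J+V and V, and 1859 were lower and 163 higher than in every other group. At the study's thresholds 509 were then lower in J+V. From the mean of each mouse's tumors the counts were 2257 (J+V against J), 234 (J+V against V), 112 lower and 91 higher than in every other group, 2 for J, 1 for V and 2 for the departure from additivity. With only the groups compared they were 890 for J+V against V, and 423 lower and 287 higher than in every other group. Upper quartile scaling called 1 gene for J. At the study's thresholds J had 4 genes from mouse means and 1 with only the groups compared, and V had 1 gene each with a mean FPKM of at least 5, a common sum, upper quartile scaling, quantile normalization and mouse means. No fold threshold gave 4295 genes for J+V, as many only by J+V, and 2409 lower.

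Leaving out 1 tumor or 1 mouse (fewer tumors, and where a mouse is left out a group with 1 mouse) moved the counts. J+V against control ranged from 2843 (without mouse 33) to 5232 (without 5R), those only by J+V from 2843 to 5152 (without 2L), and those lower from 1628 (without mouse 33) to 2929 (without 2L). At the study's thresholds the lower genes ranged from 193 (without mouse 33) to 465 (without mouse 34), J from 0 to 35 and V from 0 to 110 (both without mouse 5). J against control ranged from 0 to 101 (without 5R), with 75 without mouse 5, and V from 0 to 423 (without 5R), with 177 without 19R and 199 without mouse 5. J+V against J ranged from 1136 (without mouse 29) to 4440 (without 5R), with 1582 without mouse 26, 1423 without mouse 33, 2171 without 5L and 2399 without 26R. J+V against V ranged from 330 (without mouse 33) to 2431 (without mouse 2), with 415 without mouse 19, 683 without 5L, 697 without 19R, 1094 without 33L, 1034 without 33R and 1145 without mouse 29. The departure from additivity ranged from 0 to 363 (without mouse 34), with 127 without 34L. Genes lower than in every other group ranged from 162 (without mouse 33) to 1128 (without mouse 2), with 559 without 33L, 541 without 33R, 556 without mouse 26 and 450 without mouse 29. Genes higher ranged from 79 (without mouse 33) to 680 (without 34L), with 298, 258, 207 and 168 without 33L, 33R, mouse 26 and mouse 29.

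Lists and genes that turned are given as the median or log2 fold change of J+V against control. The p53 list had -0.25. It was no longer past the threshold with a mean FPKM of at least 5 (adjusted p = 0.218, fewer genes), mouse means (0.076) and an estimated correlation (0.126). With tumors or mice left out it ranged from -0.273 to -0.157, and was no longer past the threshold in 8 of these fits. The pro-apoptotic list had -0.145 with a mean FPKM of at least 5 (adjusted p = 0.0926) and -0.338 with a common sum (0.05). It had -0.17 with mouse means (0.0537) and with an estimated correlation (0.0897). With tumors or mice left out it had -0.244 to -0.089, and was no longer past the threshold in 5 of these fits. Base excision repair had -0.418 (adjusted p = 0.0774) with an estimated correlation, and the anti-apoptotic list -0.365 (adjusted p = 0.0721) with a mean FPKM of at least 5. Angiogenesis came past the threshold with no filter, at -0.344 (adjusted p = 0.0487), and ranged from -0.584 (without 34L) to -0.131. BET response genes turned to -0.024 with a mean FPKM of at least 5 and -0.207 with a common sum (-0.026 to 0.057 with tumors or mice left out), and muscle markers to -0.065 with no filter. Ranges that cross 0 were -0.41 to 0.117 for immediate early genes, -0.672 to 0.027 for interferon genes (without mice 2 and 5) and -0.535 to 0.136 for myeloid markers. DUSP6 was at 0.022 with quantile normalization and at -0.331 (without mouse 34, adjusted p = 0.0416) to 0.032 (without mouse 33), MYC at -0.16 to 0.05 and TGFA at -0.356 to 0.112, none of them past the threshold with all tumors.

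Without the mouse block 4598 genes differed between J+V and control, all of them also called with it, and with mouse means 3801, of which 3651 were. No paired analysis was possible because the number in a label is the mouse, which received 1 treatment. The share of shared genes with the same direction has no value at an adjusted p below 0.05, since no gene passed it in J or V. How depth limits the calls is unknown, as read counts are not used here.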

Differences from the paper's values

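Of 51 values in Tables S3 and S4, all 51 have the same sign here, 37 lie within the error and 14 do not. The error is the larger SD of log2(FPKM + 0.5) over the 4 control or the 4 J+V tumors, and no error is stated in the paper's tables. The reference of the tables' fold changes is not given in the sources used here, and control is taken. In Table S3A this is 13 of 14 values, and the log2 fold change of BCL2 is -0.581 here and -0.93 in the paper. It comes within the error of the paper's value with a pseudocount of 0.1 (-0.784), a common sum (-0.679), the ratio of mean FPKM (-0.887) and without mouse 5 (-0.748), and does not in 33 of the 37 alternatives set before the data were examined.

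In Table S3B, 11 of 22 log2 fold changes lie outside the error. Lower genes are ARID3B (-0.7 here and -1.23 in the paper), DPF1 (-0.759 here and -1.15 in the paper), HAND2 (-0.799 here and -1.3 in the paper) and NKX6-1 (-0.779 here and -1.23 in the paper). Higher genes are BARX2 (0.907 here and 1.39 in the paper), EHF (1.148 here and 2.45 in the paper), LHX9 (0.69 here and 1.49 in the paper), NFE2 (1.105 here and 1.81 in the paper), RXRG (1.476 here and 2.08 in the paper), TBX19 (0.758 here and 1.09 in the paper) and ZHX2 (0.65 here and 1.08 in the paper). With the ratio of mean FPKM, an alternative set before the data were examined, 10 of the 11 lie within the error: ARID3B -1.238, HAND2 -1.511, NKX6-1 -1.547, BARX2 1.423, EHF 2.485, LHX9 1.416, NFE2 1.776, RXRG 1.99, TBX19 1.07 and ZHX2 1.121. DPF1, at -1.257, does not.

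With a pseudocount of 0.1, ARID3B (-1.037), DPF1 (-1.111), HAND2 (-1.359), NKX6-1 (-1.27), BARX2 (1.256), NFE2 (1.561), RXRG (1.867) and TBX19 (0.992) also lie within the error. Without mouse 5 the same holds for ARID3B (-0.917), NKX6-1 (-0.957), BARX2 (1.09) and TBX19 (0.873). It holds for NKX6-1 with quantile normalization (-0.913) and without 5L (-0.96), for BARX2 without 34R (1) and without mouse 34 (1.135), for NFE2 without 34L (1.365) and without mouse 34 (1.39), and for TBX19 without 34L (0.873). The other alternatives do not reach the paper's values: 34 of 37 for ARID3B, 36 for DPF1, 35 for HAND2, 32 for NKX6-1, 32 for BARX2, 33 for NFE2, 35 for RXRG, 33 for TBX19, and 1 of 2 each for EHF, LHX9 and ZHX2, which are below the filter.

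In Table S4, 13 of 15 fold changes lie within the error. PGF, below the filter, has a fold change of -1.62 here and -3.28 in the paper, and WNT9A of -2.2 here and -3.74 in the paper. The ratio of mean FPKM comes within the error for both (-3.56 and -3.99), as does a pseudocount of 0.1 for WNT9A (-3.3), and 35 of 37 alternatives for WNT9A and 1 of 2 for PGF do not.

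At the study's thresholds (fold above 2, p below 0.01, FDR below 0.1, applied to DESeq results in the study and to limma results here), 514 genes are changed only by J+V here and 3816 in the paper, and 320 are lower in J+V here and 2201 in the paper. Fig. 5A gives about 4600 genes for J+V, about 840 for V and about 600 for J, read by eye as the paper's values, and the counts here are 514, 0 and 0 in limma (2160 for V and 1140 for J at an unadjusted p below 0.05). Of the alternatives, no fold threshold gives 4295 for J+V and for only J+V and 2409 lower, which lie within 1.5 times the paper's, and 36 of 37 do not. A pseudocount of 0.1 gives 718, 402 and 718, outside that range. For V and J all 37 alternatives differ from the paper. In Table S3A, 13 of 14 of the paper's values have a log2 size below 1.

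The paper's text names TGFA among genes lower in J+V tumors. Here its log2 fold change does not pass the test (-0.12, adjusted p = 0.584), while MMP1, named beside it, is lower (-2.58, adjusted p = 0.000420). The discussion names EHF among genes lower in J+V tumors. Its log2 fold change here is 1.15, higher, as in the paper's Table S3B.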

Other observations

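Cholesterol synthesis genes fell in J+V tumors. Of 20 genes 17 were lower than in control and none was higher (18 lower when adjusted over the list alone; adjusted p = 1.25e-13 for the list, 0.0224 with an estimated correlation). STARD4, a sterol transport gene, had a log2 fold change of -1.85 (standard error 0.222, adjusted p = 5.48e-05). With V the median was -0.48, with 15 genes lower when adjusted over the list alone (adjusted p = 0.0629 with an estimated correlation), and with J -0.24, with 4 lower (0.186 with an estimated correlation).

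Interferon response genes were lower with J than with V. In J against V, 9 of 26 were lower (21 when adjusted over the list alone; adjusted p = 2.31e-43 for the list, 0.00442 with an estimated correlation). IFI27, an interferon-induced protein, was at 5.57 ± 3.59 (SD, n = 4) in control, 1.13 ± 0.682 (SD, n = 4) in J, 11.2 ± 6.38 (SD, n = 4) in V and 0.985 ± 0.575 (SD, n = 4) in J+V tumors FPKM, and MX1, an antiviral GTPase, at 27.1 ± 15.3 (SD, n = 4) in control, 9.82 ± 3.46 (SD, n = 4) in J, 48.1 ± 19.0 (SD, n = 4) in V and 10.2 ± 3.15 (SD, n = 4) in J+V tumors. J+V was lower than V in 15 of them (18 when adjusted over the list alone; adjusted p = 0.116 with an estimated correlation), and in 6 without mouse 19. With V, 16 were higher than in control when adjusted over the list alone (median 0.61, adjusted p = 0.112 with an estimated correlation), and with J the median was -0.30 (0.268 with an estimated correlation). In J+V against control 6 were lower (also 6 when adjusted over the list alone), with a median of -0.31 (adjusted p = 0.223). The list came past the threshold without control tumor 2L (median -0.468, adjusted p = 0.0299), 2R (-0.456, 0.0239) or mouse 2 (-0.672, 1.22e-05), and without mouse 5 the median was 0.027. The list tests of J against V were chosen after the data were seen. Relative to the control mean, the list mean was -0.783 to -0.236 in J tumors and 0.19 to 1.045 in V tumors. In control tumors it was -0.444 and -0.436 in mouse 2 and 0.36 and 0.52 in mouse 5. Control mouse 2 thus lay within the range of J tumors and control mouse 5 within that of V tumors. With 2 mice per group, differences between mice cannot be excluded as the cause, and the p values do not allow for them. Values of J against V without each mouse are not given here.

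Of 7 melanocyte differentiation genes 4 were higher in J+V than in control tumors (also 4 when adjusted over the list alone; adjusted p = 0.0219 for the list, 0.0296 with an estimated correlation), among them MLANA, which lost its call with a common sum per tumor, without control tumor 5L and without mouse 5 or 33. RAB27A lost its call with a common sum (adjusted p = 0.0886), without 5L (0.0656), without mouse 2 (0.0581) and without mouse 33 (0.12). MITF did not pass. Of 16 genes of dedifferentiated melanoma 10 were lower and 1 was higher (also 10 and 1 when adjusted over the list alone), with a median of -0.61 (adjusted p = 0.0129 for the list, adjusted p = 0.295 with an estimated correlation, 0.05 with a common sum and 0.195 without mouse 33). SOX9 had a log2 fold change of -1.47 (standard error 0.286, adjusted p = 0.00134) and the receptor AXL one of -1.39 (standard error 0.390, adjusted p = 0.0124). AXL lost its call with mouse means (adjusted p = 0.0553), without control tumor 5L (0.0644), without mouse 2 (0.104) and without mouse 33 (0.116). PDGFRB, the member that was higher, is also a fibroblast marker, and lost its call under 7 settings, with adjusted p of up to 0.18 (without mouse 2).

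Of 15 hypoxia and glycolysis genes 9 were lower in J+V than in control (10 when adjusted over the list alone), with a median of -0.59 (adjusted p = 0.000200 for the list, adjusted p = 0.0969 with an estimated correlation). The glycolytic enzyme ENO1 had a log2 fold change of -1.0 (standard error 0.118, adjusted p = 4.89e-05). In J against control none was lower over all genes and 6 when adjusted over the list alone (adjusted p = 3.47e-11 for the list, 0.0143 with an estimated correlation). In V none was lower over all genes and 4 when adjusted over the list alone (median -0.36, 0.0629 with an estimated correlation).

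Of 19 MAPK output genes 6 were lower and 2 higher in J+V than in control (also 6 and 2 when adjusted over the list alone), with a median of -0.15 that did not pass (adjusted p = 0.237). Without mouse 34 it passed (median -0.331, adjusted p = 0.017). FOSL1, a subunit of AP-1, had a log2 fold change of -1.82 (standard error 0.281, adjusted p = 0.000299), and the phosphatase DUSP6 did not pass (-0.15, adjusted p = 0.358). Of 5 genes that respond to BET inhibitors 2 were higher (also 2 when adjusted over the list alone) and the list did not pass (median 0.01, adjusted p = 0.402). The higher ones, SERPINI1 and ZCCHC24, lost their calls under 11 and 5 settings, both with a common sum (adjusted p = 0.157 and 0.155), without 5L and without mouse 2 or 33. MYC (-0.06, adjusted p = 0.810) and HEXIM1 (-0.11, adjusted p = 0.437) did not pass, and with a common sum per tumor HEXIM1 was lower (-0.319, adjusted p = 0.00702). The test of the BET list looks for a shift in a common direction. It cannot decide whether its genes responded in different directions, so no conclusion on a BET response is drawn from it. Of 9 immediate early genes 2 were lower (also 2 when adjusted over the list alone; median -0.15, adjusted p = 0.439 for the list). Of 15 genes of the antibody array proteins 4 were lower (also 4 when adjusted over the list alone; median -0.15, adjusted p = 0.216 for the list).

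Of 8 fibroblast markers 3 were higher in J+V than in control (also 3 when adjusted over the list alone; median 0.40, adjusted p = 0.0734 for the list, 0.479 with an estimated correlation). DCN had a log2 fold change of 1.67 (standard error 0.464, adjusted p = 0.0118) and lost its call with mouse means (adjusted p = 0.0589), without control tumor 5L (0.0541), without mouse 2 (0.139) and without mouse 34 (0.0915). The list came past the threshold with a common sum (adjusted p = 0.0137), without control tumor 5R, without J+V tumor 33R and without mouse 5 or 33. COL1A1, an abundant one, did not pass (-0.16, adjusted p = 0.769). The 2 muscle markers measured, MYH1 and MYH2, were both higher (MYH1 not with a common sum or without mouse 5 or 34; also 2 when adjusted over the list alone; median 0.59, adjusted p = 0.0669 for the list). This list passed under 6 settings (adjusted p = 0.0229 to 0.0489), which were the flank as a term, only the groups compared, and leaving out V tumor 16L or 19R or V mouse 16 or 19. The 2 myeloid markers had a median of -0.20 (adjusted p = 0.744) and were not past the threshold. The endothelial marker ENG (-0.09), the adipocyte marker ADIPOQ (0.16), the keratinocyte marker KRT10 (0.11) and the red blood cell marker HBB (-0.71) were the only measured members of their lists and did not pass. In J against control the fibroblast list had a median of 0.24 (adjusted p = 0.00837, 0.466 with an estimated correlation, 3 higher when adjusted over the list alone) and in V 0.42 (adjusted p = 0.00821, 0.296 with an estimated correlation). The muscle markers had 0.38 in J (adjusted p = 0.0154, 0.221 with an estimated correlation) and 0.51 in V (adjusted p = 0.00235, 0.0629 with an estimated correlation), with both higher when adjusted over the list alone. The myeloid markers had 0.18 in J (adjusted p = 0.0561) and -0.09 in V (adjusted p = 0.936). ENG, ADIPOQ, KRT10 and HBB had 0.25, -0.11, 0.50 and -1.21 in J and 0.16, -0.04, 0.22 and -0.71 in V, none past the threshold over all genes.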
